# Moringa Oleifera Seed Extract Concomitantly Supplemented with Chemotherapy Worsens Tumor Progression in Mice with Triple Negative Breast Cancer and Obesity

**DOI:** 10.3390/nu13092923

**Published:** 2021-08-24

**Authors:** Elizabeth R. M. Zunica, Shengping Yang, Ann Coulter, Christy White, John P. Kirwan, Linda A. Gilmore

**Keywords:** moringa oleifera, triple negative breast cancer, obesity, herbal supplement, chemotherapy

## Abstract

Triple negative breast cancer (TNBC) is an aggressive and highly metastatic breast cancer subtype with limited treatment options. Obesity and insulin resistance are associated with a worse prognosis in those with TNBC. Moringa oleifera (moringa) is a tropical edible plant used for both food and medicinal purposes and found to have anti-obesity and anti-cancer effects in vitro and in preclinical models. The anti-cancer effects of moringa seed extract alone and in combination with chemotherapy were evaluated in immunocompromised female mice with diet-induced obesity bearing MDA-MB-231-derived xenograft tumors. Moringa supplementation protected against high-fat diet- and chemotherapy-induced increases in fasting glucose and improved insulin sensitivity. Moringa supplementation alone did not attenuate tumor growth relative to chemotherapy alone, and in combination worsened tumor progression. Moringa supplementation alone reduced angiogenesis, but this effect was abrogated in combination with chemotherapy. Moringa supplementation may be an effective strategy to improve metabolic health in mice with obesity and TNBC and reduce angiogenesis in tumors, but may have a negative interaction when used as a concurrent complementary therapy. Caution should be taken when considering the consumption of moringa seed extracts while receiving chemotherapy for breast cancer treatment. Further investigations of alternative timings of moringa therapy are warranted.

## 1. Introduction

Cancer is a known comorbidity of obesity, and insulin resistance is associated with an increased risk for breast cancer [1]. Recent studies reported associations between metabolic syndrome and triple negative breast cancer (TNBC), an aggressive and highly metastatic breast cancer subtype with limited treatment options [2,3,4]. Due to the link between obesity, insulin resistance and cancer, several FDA-approved antidiabetic therapies such as insulin sensitizers (thiazolidinediones), insulin secretagogues (sulfonylureas) and biguanides, which have been associated with the decrease in cancer incidence, are being investigated as anti-cancer therapies [5,6,7].

*Moringa oleifera* (moringa) is an edible tropical plant used for both food and medicinal purposes and found to have anti-obesity and antidiabetic effects in rats [8,9] and mice [10,11]. The leaves, bark, flowers, fruit, seeds and root of the moringa plant may be used to make herbal medicines due to the presence of a multitude of bioactive phytochemicals. Moringa leaves are gaining popularity as a supplement and are a rich source of vitamins, essential amino acids and flavonoids, with lower levels of isothiocyanates (ITCs) [12,13]. Moringa seeds have much higher levels of ITCs, particularly enriched in 4-[(α-L-rhamnosyloxy)-benzyl] isothiocyanate, commonly known as glucomoringin-ITC or MIC-1 [10,14]. Multiple studies in C57BL/6J mice with diet-induced obesity have shown that dietary supplementation with either the seed or leaf extract protects against obesity and insulin resistance [10,11].

In addition to improvements in metabolic health, numerous phenolic compounds found in moringa have been shown to act as chemopreventive agents and to have antitumor activity [15,16]. The micronutrient and phytochemical profile and thus the anti-cancer activity of moringa extracts can vary depending on the part of the tree and extraction method used [17,18]. Moringa extracts prepared from leaves induce anti-proliferative effects and induce apoptosis in several cell lines in vitro, including cervical cancer Hela cells [19], human oral epidermoid carcinoma cells [20], MDA-MB-231 TNBC cancer cells [21,22], colon HCT-8 cancer cells [21] and prostate PC3 cancer cells [21,23]. In contrast, a seed extract did not display anti-cancer properties in TNBC and colon cancer cell lines [21]. However, MIC-1-enriched seed extract was found to inhibit the tumor growth of immunocompromised mice bearing ovarian cancer or myeloma cancer tumors [24]. Variability among extracts and anti-cancer outcomes in vitro and in vivo warrants further investigation.

Importantly, the prevalence of herbal medicine use is high in people with cancer, and is commonly used in combination with prescribed antineoplastic treatment despite limited information evaluating herb–drug interaction [25]. Furthermore, women with breast cancer are most likely to use herbal medicines compared to the general population [26,27]. Herbal medicines and nutritional supplements often interact with standard of care anti-cancer treatments including chemotherapy [28,29] and radiation therapy [29]. Therefore, it is critical that anti-cancer investigations of herbal medicines, such as moringa, be in the context of standard of care. Promisingly, moringa leaf extract increases the cytotoxic effect of chemotherapy on pancreatic cells in vitro; however, these observations have not been evaluated in preclinical investigations [30].

Therefore, in this investigation, we evaluated the efficacy of MIC-1-enriched moringa seed extract as a complementary therapy to chemotherapy to inhibit tumor growth compared to chemotherapy alone in an obese xenograft model of TNBC.

## 2. Materials and Methods

Cell Culture. MDA-MB-231 cells were purchased from American Tissue Culture Collection (ATCC, Manassas, VA, USA) and maintained in Leibovitz L-15 medium (Sigma, St. Louis, MO, USA) with 10% fetal bovine serum (FBS) and 1% antibiotic antimycotic at 37 °C, with no CO_2_ supplementation.

Mice. *Rag1^null^* (B6.129s7-Rag1^tm1Mom^/J) female mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) at 4 weeks of age. Mice were housed 4 per cage in high barrier specific pathogen-free rooms under a 12-h light/dark cycle with *ad libitum* access to water and food. All mouse procedures were performed under strict adherence to protocols approved by the Institute Animal Care and Use Committee at Pennington Biomedical Research Center.

Sixty *Rag1^null^* female mice were fed a high-fat diet (HFD; 60% kcal from fat, D12492). Food intake was recorded weekly per cage. Daily food intake per mouse was estimated as total food consumed per cage/mice per cage × days of food consumption. Individual mouse body weight was measured weekly throughout the study.

After 11 weeks, the mice were subscapularly injected with MDA-MB-231 cells (2.5 × 10^6^ cells in 200 µL of 50:50 Matrigel/Collagen I). Mice were monitored weekly and tumor volume was measured using an electronic caliper, applying the formula [volume = 0.5 × (length) × (width)^2^], where length > width, for approximating the volume of an ellipsoid.

Four weeks after implantation, mice underwent a baseline 120 min. duration intraperitoneal (IP) insulin tolerance test (ITT). Immediately following the ITT, mice bearing tumors ~200 mm^3^ post implantation were randomized for 4 weeks to one of four groups: (1) vehicle control (CTRL; HFD with weekly saline IP injection), (2) chemotherapy (Chemo; HFD with weekly 2 mg/kg doxorubicin and 100 mg/kg cyclophosphamide IP injections), (3) moringa concentrate (MC; HFD supplemented with 0.6% *w*/*w* MC), (4) moringa plus chemotherapy (MC + Chemo; HFD supplemented with 0.6% *w*/*w* MC with weekly 2 mg/kg doxorubicin and 100 mg/kg cyclophosphamide IP injections). After 4 weeks of treatment, mice underwent a post-treatment 120 min. duration IP ITT. Mice were euthanized by CO_2_ inhalation followed by cervical dislocation at study end (Figure 1A).

Cytotoxicity assay. MDA-MB-231 cells were seeded into 96-well plates at 30,000 cells/well and incubated until 90% confluent. After treatment with doxorubicin, cyclophosphamide or MC at various concentrations (0–100 µM, using saline as a 100% viability control and 0.1% Triton X-100 as a negative 0% viability control) for 48 h, the cellular viability was measured by the 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium (MTS) assay using CellTiter 96^®^ AQueous Assay kit (Promega, Madison, WI, USA). In brief, a 1:5 dilution of the MTS reagent in complete medium (100 uL/well) was added directly to the adherent cells, and then incubated at 37 °C for 4 h. Absorbance was recorded at 490/630 nm after 90 min using a Cytation 5 Cell Imaging Multi-Mode Reader (Biotek, Winooski, VT, USA). MTS assay data were analyzed using a Non-Linear Fit with variable slope evaluation in Graphpad Prizm^®^ Software, version 8 for Windows. IC_50_ concentrations were calculated using the 2-parameter Hill equation varying between 0 and 100 [31].

Moringa diet. All diets were formulated by Research Diets (New Brunswick, NJ, USA). Moringa concentrate (MC) was obtained from the Botanical Dietary Supplements Research Center. MC from moringa seed extract was prepared as previously reported [32] for the optimization of MIC-1 content. Briefly, moringa seeds were ground and incubated with water at a 1:3 ratio for 2 h at 37 °C. Ethanol was then added to the mixture, which was filtered and dried using a rotary evaporator and freeze-dryer. Dried extract was stored at −20 °C until needed. The concentrate was prepared from multiple batches of extract resulting in 33% MIC-1 by weight. The MC was added to the high-fat diet (D12492; 0.198% MIC-1 (0.6% MC) [11] and was isocaloric to the HFD for fat, protein and carbohydrate content.

Insulin tolerance test (ITT). Mice were weighed and fasted for 4 h (food was removed, cages were changed and mice had access to water). Blood glucose was measured in whole tail-blood after tail nick by glucometer (AccuChek Advantage, Roche, Basel, Switzerland) at 0 (baseline), 15, 30, 60 and 120 min. After baseline blood glucose was measured, human recombinant insulin (0.75 IU/g per body weight, NovolinR, Nordisk, Bagsvaerd, Denmark) was administered via IP injection. ITT data were analyzed and area under the curve (AUC) was calculated for individual mice and averaged for each treatment group.

Hematoxylin and Eosin and CD31 Staining. Tumor sections were collected at necropsy. Tissues were grossed to size and fixed in 10% neutral buffered formalin for 72 h, changing the fixative every 24 h. Tissues were then paraffin-embedded, sectioned to a width of 4 µm and fixed to a glass slide. Slides were then stained for hematoxylin and eosin [33] or CD31. All tumor sections were evaluated and analyzed by a blinded investigator.

For the CD31 staining, formalin-fixed, paraffin-embedded tumor sections were dewaxed, hydrated and incubated in a heat-induced epitope retrieval (HIER) solution (pH 9.0 Tris-EDTA) for 20 min at 100 °C. After cooling, tissue sections were incubated in H_2_O_2_ for 10 min, washed and incubated at 4 °C overnight in CD31/PECAM-1 Antibody (unconjugated; Cat no. AF 3628-SP (R&D Systems, Minneapolis, MN)) diluted 1:500 in Leica BOND primary antibody diluent. Tissue sections were then washed, incubated at room temperature for 15 min in bond polymer (goat probe and goat-on-rodent HRP-polymer), rewashed and counterstained with 3,3’-Diaminobenzidine. Six 20x fields were examined and CD31 staining was analyzed for each region through densitometry quantification using ImageJ software. The percentages of CD31 positively stained area of the six regions were averaged for each tumor.

Total RNA extraction and RNA Sequencing. Snap-frozen tumor tissue pieces were homogenized using a the FastPReop-24^TM^ 5G instrument (MP Biomedicals, Santa Ana, CA, USA) and total RNA was extracted with a miRNAeasy kit (Qiagen Inc, Hilden Germany) per manufacturer’s protocol. RNA was solubilized in RNase-free water. RNA yield and purity were quantified with spectrophotometric absorbance at 230, 260 and 280 nm using a micro volume spectrophotometer (NanoDrop 8000; ThermoFisher, Waltham, MA, USA). Solubilized RNA was stored at −8 °C for downstream applications.

RNA was normalized to 150 ng/µL in nuclease-free water. RNA integrity was assessed using an Agilent Bioanalyzer 2100. Libraries were constructed and sequenced using Lexogen Quant-Seq 3’ mRNA-Seq Library Prep Kit V1.8.8. Briefly, library generation was performed using an oligo(dT) primer, and double-stranded cDNA was purified with magnetic beads. Libraries were amplified using PCR, and transcripts were indexed, pooled and forward-sequenced at 50 bp using Next-seq (Illumina, San Diego, CA, USA). BlueBee software was used to analyze alignment and the DESeq2 V1.24.0 package in R V3.6.1, Rstudio V1.2.1151 and biomaRt V2.40.1 were used for differential expression analysis. Pathway enrichment was analyzed by Ingenuity Pathway Analysis software. Heat maps of differentially expressed genes were visualized by centering the data using z-scores. Z-scores were calculated using the raw gene counts and the following formula: z-score = (LOG_10_(count)-mean)/standard deviation. Transcripts were filtered based on the following criteria: q < 0.05, base mean > 30, and fold change > 1.5. RNA sequencing was deposited in the Gene Expression Omnibus (GEO; Available online: https://www.ncbi.nlm.nih.gov/geo/ accessed on 20 August 2021) repository under the accession number GSE178973.

Quantification and Statistical analysis. Data are reported as mean ± standard error of the mean (SEM) unless otherwise denoted in the figure legend. Statistical analysis was performed with Prism 9 (GraphPad, San Diego, CA, USA). Statistical procedures from individual experiments are detailed in the respective figure legends. Significance was accepted as *p* < 0.05.

## 3. Results

### 3.1. Moringa Seed Extract Concentrate Does Not Alter Food Intake, Body Weight or Total Chemotherapy-Induced Weight Loss in Rag1^null^ Female Mice with Diet-Induced Obesity and TNBC

Food intake was measured weekly and displayed some week-to-week variability, but was not found to be different between the groups. Cumulative food intake was not different between the groups, although after 2 weeks of treatment the MC + Chemo group displayed a decreasing trend (*p* = 0.06) compared to CTRL (Figure 1B). Both the Chemo and MC + Chemo mice displayed overall decreases in body weight compared to CTRL and MC (Figure 1C). Although MC + Chemo did not differ in terminal weight loss compared to Chemo, MC + Chemo displayed a more rapid weight loss early on (Figure 1C). MC + Chemo mice had a decrease in weight compared to MC starting at week 1 and a decrease in weight compared to CTRL starting at week 2 (Figure 1C). Chemo mice had a decrease in weight compared to CTRL and MC starting at week 4 (Figure 1C). Overall, CTRL and MC mice gained body weight, whereas Chemo and MC + Chemo mice lost weight over the duration of treatment (Figure 1D).

### 3.2. Moringa Seed Extract Concentrate Protects against High-Fat Diet- and Chemotherapy-Induced Increases in Fasting Glucose and Improves Insulin Sensitivity in Rag1^null^ Female Mice with Diet-Induced Obesity and TNBC

Just before cancer cell injection, at 16 weeks of age mice received an initial insulin tolerance test (ITT) and all mice displayed a strong decrease in blood glucose 30 min after an insulin injection (Figure S1A). Importantly, the initial AUC was not different between the treatment groups prior to randomization (Figure S1B). Eight weeks after cancer cell injection and just before the start of treatment, all mice underwent a baseline ITT using the same dose of insulin they received 8 weeks earlier and all mice displayed marked resistance to a decrease in blood glucose following the insulin injection (Figure S1C). The baseline AUC also did not differ between groups (Figure S1D).

After 4 weeks of treatment, a final ITT was performed and MC was found to improve blood glucose response to an insulin injection compared to Chemo (Figure 2A). This resulted in a decrease in the AUC for MC compared to Chemo (Figure 2B). The change in fasting blood glucose from baseline ITT was also decreased in MC compared to Chemo. Strikingly, both Chemo and MC + Chemo resulted in an increase in fasting blood glucose relative to the baseline ITT. CTRL mice also displayed an average increase in fasting blood glucose, but several mice did not display this overall increase (Figure 2C). The change in AUC from baseline was trending towards a decrease in MC compared to both CTRL and Chemo (Figure 2D).

### 3.3. Moringa Seed Extract Concentrate Does Not Reduce Tumor Growth, Has a Negative Interaction with Chemotherapy and Reduces Tumor Angiogenesis in Rag1^null^ Female Mice with Diet-Induced Obesity and TNBC

Given the efficacy of other moringa extract preparations to inhibit cancer cell growth in several cancer cell lines in vitro, we quantified the IC_50_ of MC to inhibit MDA-MB-231 TNBC cancer cell growth, which was between that of doxorubicin and cyclophosphamide chemotherapies (Figure 3A). We then sought to verify the efficacy of MC to reduce MDA-MB-231 TNBC tumor growth in vivo. We found that MC did not reduce tumor volume compared to other treatment groups and that there was a potential interaction between chemotherapy and moringa such that MC + Chemo mice had larger tumors compared to both CTRL and Chemo (Figure 3B). Similarly MC + Chemo increased tumor weight compared to Chemo and trended towards an increase compared to CTRL (Figure 3C). We performed a histological evaluation of CTRL, MC, Chemo and MC + Chemo tumors and found tumors with chemotherapy (Chemo and MC + Chemo) had large areas of few cells compared to the more densely cellular regions found in the CTRL and MC tumors (Figure 3D). We found that tumors in MC animals had reduced CD31 staining compared to CTRL and MC + Chemo (Figure 3D,E).

### 3.4. Moringa Seed Extract Concentrate Upregulates the Expression of Multiple Genes and Pathways Otherwise Downregulated by Chemotherapy in Tumors from Rag1^null^ Female Mice with Diet-Induced Obesity and TNBC

To determine if MC altered either the human- and/or murine-derived genes within the tumor, we performed untargeted whole transcriptome sequencing of excised tumors after 4 weeks of treatment. 

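Each tumor grew from MDA-MB-231 cells in a mouse, and each library therefore holds human transcripts of the tumor cells and murine transcripts of the host tissue in the same snap-frozen piece. The libraries were QuantSeq 3′ libraries read as short forward reads. The deposited tables give the authors' read counts per gene, 1 table for each genome, and these counts were used here. The mice received doxorubicin at 2 mg/kg with cyclophosphamide at 100 mg/kg, MC at 0.6% of the diet, both, or neither, for 4 weeks. The paper's text does not name the genome builds, or how a read that matches both genomes was assigned. The tables hold 16667 murine and 18880 human genes, each given as an Ensembl identifier with a symbol where 1 was known, and carry no chromosome positions.

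The counts come from 4 CTRL, 5 Chemo, 5 MC and 6 MC + Chemo tumors, each from a different mouse, so no value is a repeat measurement of 1 tumor. A library is called below by its group and mouse number. MC + Chemo 5 is entered under MC in 1 field of the authors' labels and under MC + Chemo in its title. It was taken as MC + Chemo because Figure 4B,C shows 6 such tumors, and the other reading was run as an alternative. The same labels list 4 tumors of lean mice that the paper does not report; they enter here where Lean is named. The RNA of Lean 3, MC 41 and MC 42 had an extra column cleanup.

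Reads counted on human genes made up 66.0 ± 2.85% of all counts in CTRL (mean ± SD, n = 4), 66.2 ± 4.37% in Chemo (n = 5), 61.6 ± 7.83% in MC (n = 5) and 67.3 ± 4.24% in MC + Chemo (n = 6). The two-sided exact permutation p against CTRL was 0.960, 0.429 and 0.614; the smallest p this test can give is 0.00794 with 5 against 4 tumors and 0.00476 with 6 against 4. The MC mean was pulled down by MC 41 at 47.8% (95% Wilson interval 47.8 to 47.9%, which covers counting error only). Without MC 41 the MC mean was 65.0 ± 1.79% (exact permutation p = 0.629). The sign of the small Chemo difference changed in several of the leave-1-out runs, so these means give no ordering of the groups.

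Genes were tested by edgeR quasi-likelihood F tests (two-sided) on the 20 libraries of the 4 groups, scaled by TMM, with Benjamini-Hochberg adjustment over the 15011 murine or 16434 human genes that passed the filter on low counts. A transcript was counted as differentially regulated under the paper's 3 criteria: adjusted p below 0.05, mean normalized count above 30 and fold change above 1.5. DESeq2, the authors' tool, was set as an alternative before the counts were opened. Gene values below are normalized counts as mean ± SD; log2 fold changes carry the standard error (SE) of the edgeR fit.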

In the murine genome analysis compared to CTRL, we identified 36 transcripts that were differentially regulated by chemo, 74 transcripts that were differentially regulated by MC, and 257 transcripts that were differentially regulated by the MC + Chemo combination therapy. Conversely, in the human genome analysis compared to CTRL, we identified 190 transcripts that were differentially regulated by chemo, 2 transcripts that were differentially regulated by MC and 804 transcripts that were differentially regulated by the MC + Chemo combination therapy. 

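With edgeR, 0 of the 15011 murine genes met the 3 criteria for Chemo, for MC or for MC + Chemo. The lowest adjusted p values were 0.330, 0.242 and 0.1045. At an unadjusted p below 0.05 there were 680 transcripts for Chemo (320 of them higher than in CTRL), 1767 for MC (1310 higher) and 1867 for MC + Chemo (765 higher). Leaving out CTRL 31 gave 1 transcript for Chemo and 1 for MC + Chemo, and the other planned settings within edgeR left all 3 counts at 0.

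The choice of test moved these counts most. With DESeq2, 14 transcripts met the criteria for Chemo (9 higher, 5 lower), 226 for MC (217 higher, 9 lower) and 118 for MC + Chemo (67 higher, 51 lower). Of the 14 Chemo transcripts, 10 were among the 118 of MC + Chemo, and 34 of the 226 MC transcripts were.

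Single tumors carried much of these DESeq2 counts. For MC the count was 3 without MC 41, 22 without CTRL 17, 32 without MC 6, 54 without CTRL 44, 78 without CTRL 70, 372 without MC 59 and 465 without MC 42. For Chemo it ran from 10 without CTRL 17 or Chemo 19 to 31 without CTRL 70 and 42 without CTRL 31. For MC + Chemo it was 59 without CTRL 17 or MC + Chemo 43, 67 without CTRL 44, 68 without MC + Chemo 52 and 262 without MC + Chemo 25.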

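Of the 16434 human genes tested by edgeR, 264 met the criteria for MC + Chemo, 75 higher and 189 lower than in CTRL. In 172 of the 264, every MC + Chemo tumor lay on 1 side of every CTRL tumor. For Chemo and for MC 0 transcripts met the criteria, with 2989 (1288 higher) and 1762 (788 higher) at an unadjusted p below 0.05 and lowest adjusted p values of 0.0764 and 0.406.

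The MC + Chemo count hung on single tumors. It was 0 without CTRL 17, CTRL 44, MC + Chemo 47 or MC + Chemo 52, between 70 and 107 without MC + Chemo 5, 43 or 50, and 1176 without CTRL 31 and 887 without CTRL 70. For Chemo the count of 0 became 1185 without CTRL 31 and 620 without CTRL 70. Among the planned settings that keep every tumor of the 2 groups, fitting those groups alone moved the MC + Chemo count most, to 0.

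With DESeq2 the counts were 483 for Chemo (175 higher, 308 lower), 12 for MC (11 higher, 1 lower) and 795 for MC + Chemo (349 higher, 446 lower). The 795 held 260 of the 264 edgeR transcripts, 272 of the 483 Chemo transcripts and 6 of the 12 MC transcripts. Leaving out CTRL 31 raised the 3 DESeq2 counts to 1671, 480 and 1621, and leaving out CTRL 70 raised them to 1198, 148 and 1370. Leaving out CTRL 17 lowered them to 51, 2 and 179, and leaving out CTRL 44 to 17, 2 and 335. Among the treated tumors, leaving out Chemo 30, 33 or 34 gave 129, 161 and 203 for Chemo, leaving out MC 41 or MC 6 gave 0 and 2 for MC and leaving out MC 42 gave 66, and leaving out MC + Chemo 47 or 52 gave 478 and 367 for MC + Chemo.

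**Figure D1:**
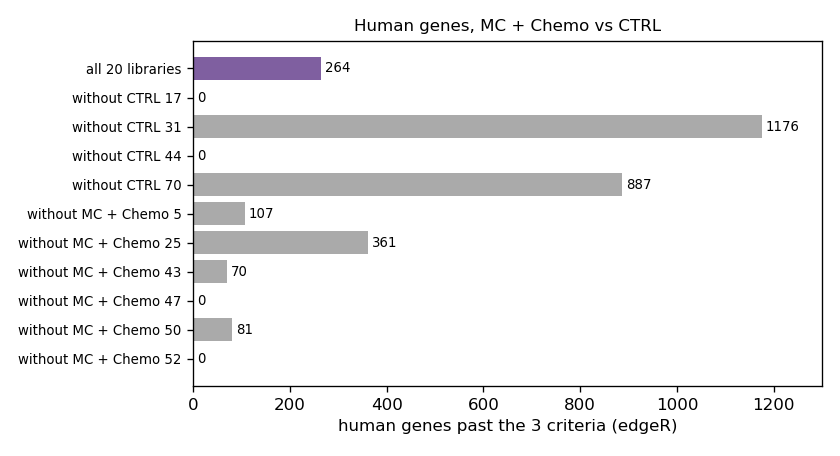
Number of human transcripts past the 3 criteria in MC + Chemo relative to CTRL by edgeR, with the 20 libraries and with each CTRL or MC + Chemo library left out in turn.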

To contextualize these findings, we performed pathway enrichment analysis on the differentially regulated genes in all treatment groups compared to CTRL and then visualized the top 30 canonical signaling pathways (Figure 4A). Interestingly, Chemo did not impact the pathways in the murine genome but did downregulate signaling pathways in the human genome (Figure 4A). In contrast, MC upregulated pathways in the murine genome but did not alter any canonical pathways in the human genome (Figure 4A). Furthermore, the MC + Chemo combination therapy resulted in the most altered pathways in both genomes with a stronger effect on the human genome (Figure 4A). 

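The Ingenuity pathways of Figure 4A were not repeated here. In their place, 9 murine and 5 human gene lists, written before the counts were opened, were tested with fry, a rotation test of whether a list shifts as a whole (two-sided for direction), and adjusted over the 54 murine and 30 human combinations of list and comparison. Of these, 6 murine and 3 human combinations had an adjusted p below 0.05. The test moved these numbers most: camera with its preset correlation gave 35 and 14, and camera with the correlation estimated from the data gave 5 and 0.

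In the murine genome, Chemo raised p53 target genes, the transcripts that follow DNA damage: 16 of 18 were higher than in CTRL, with a median log2 fold change of 0.50 (adjusted p = 2.31e-05, and at most 0.000244 with any 1 tumor left out). A list of red-cell genes rose as well (11 of 14 higher, median 0.34, adjusted p = 0.0250, and at most 0.111 with 1 tumor left out). Without the members shown in Figure 4 (4 globin genes and Alas2) the adjusted p of the red-cell list was 0.430. Hypoxia genes (4 of 23 higher, median -0.40), interferon-stimulated genes (3 of 35, median -0.25), endothelial genes (17 of 19, median 0.19) and keratinocyte genes (6 of 10, median 0.32) had adjusted p values of 0.330, 0.484, 0.484 and 0.330. The muscle list (26 of 28 higher, median 1.75, adjusted p = 0.683) rested on Chemo 30, without which its median was 0.06. The adipocyte list had a median of 0.38 (adjusted p = 0.744) and -0.01 without CTRL 17, and of the oxidative phosphorylation genes 28 of 43 were higher (median 0.08, adjusted p = 0.996).

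In the human genome, interferon-stimulated genes were higher with Chemo (36 of 36, median 1.12, adjusted p = 0.00587, medians from 0.85 without CTRL 17 to 1.50 without CTRL 31). With the correlation between genes estimated by camera the adjusted p was 0.274. Of 32 proliferation genes 1 was higher, with a median of -0.25 (adjusted p = 0.174). Hypoxia genes (7 of 24 higher, median -0.32) and human p53 targets (14 of 22, median 0.12) had adjusted p values of 0.264 and 0.0703.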

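For MC, the red-cell list was the 1 murine list with an fry adjusted p below 0.05: 14 of 14 genes were higher than in CTRL, with a median log2 fold change of 0.43 (adjusted p = 0.0250, at most 0.111 with 1 tumor left out, and 0.196 without the members shown in Figure 4). Estimating the correlation between genes gave 0.0652 for it. Several other lists moved further. All 43 oxidative phosphorylation genes were higher, with a median of 1.35 (adjusted p = 0.326), and the median was 0.46 without MC 41. The score of this list, the mean log2 of its scaled counts, was 8.94 in MC 41 and 7.34 in MC 6. Muscle genes (28 of 28 higher) and adipocyte genes (17 of 17) had medians of 5.99 and 3.29, with an adjusted p of 0.330 for each; without MC 41 the medians were 3.72 and 1.51. Endothelial genes were higher in 19 of 19 cases by a median of 0.57 (adjusted p = 0.263, 0.21 without CTRL 17).

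The 4 remaining murine lists were hypoxia (11 of 23 higher, median -0.06), interferon-stimulated genes (2 of 35, median -0.39), keratinocyte genes (5 of 10, median 0.18) and p53 targets (11 of 18, median 0.04), with adjusted p values of 0.928, 0.330, 0.484 and 0.956.

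Of the human lists, interferon-stimulated genes were higher in 36 of 36 cases (median 0.64, adjusted p = 0.0703, 0.36 without CTRL 17 and 1.02 without CTRL 31). Hypoxia, proliferation and p53 lists had medians of -0.09, -0.18 and 0.03 and adjusted p values of 0.863, 0.300 and 0.278.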

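With MC + Chemo, 3 murine lists passed an fry adjusted p of 0.05. p53 targets were higher than in CTRL in 16 of 18 cases (median log2 fold change 0.37, adjusted p = 9.41e-05), and their difference from Chemo was small (median -0.12, adjusted p = 0.330). Red-cell genes were higher in 13 of 14 cases (median 0.34, adjusted p = 0.00788, at most 0.0453 with 1 tumor left out, and 0.155 without the members shown in Figure 4). Keratinocyte genes were higher in 8 of 10 cases (median 0.64, adjusted p = 0.0100). With 1 tumor left out their median ran from 0.50 without CTRL 44 to 0.91 without CTRL 70, and the adjusted p was at most 0.0656. Muscle genes (28 of 28 higher, median 6.54, adjusted p = 0.330), adipocyte genes (17 of 17, median 2.58, adjusted p = 0.3595, 1.31 without MC + Chemo 52) and oxidative phosphorylation genes (43 of 43, median 0.58, adjusted p = 0.484) were high in some tumors and near CTRL in others. The mean log2 score of the muscle list was 8.68 in MC + Chemo 43 and 8.03 in MC + Chemo 5.

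In the human genome, 35 of 36 interferon-stimulated genes were higher (median 1.00, adjusted p = 0.00587, from 0.73 without CTRL 17 to 1.37 without CTRL 31). The mean log2 score of this list was 3.63 in CTRL 17 and 4.79 in CTRL 44, against 6.58 in CTRL 31 and 6.40 in CTRL 70. The difference between MC + Chemo and Chemo was near 0 (median -0.02, adjusted p = 0.863). Proliferation genes (7 of 32 higher, median -0.12) and human p53 targets (12 of 22, median 0.06) had adjusted p values of 0.264 and 0.215. By the number of lists past an adjusted p of 0.05 among the comparisons with CTRL, MC + Chemo had 5, Chemo 3 and MC 1.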

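In Figure 4B, 14 of the 15 murine genes shown were higher in MC + Chemo than in CTRL by edgeR and 1, Retnla (ENSMUSG00000061100), was lower (197 ± 123, n = 6, against 1588 ± 1705, n = 4, log2 fold change -3.00, SE 0.69, adjusted p = 0.125). Without CTRL 17 its log2 fold change was -1.91. The adjusted p values of the 15 genes ran from 0.104 for Tuba4a (ENSMUSG00000026202) to 0.258 for Myh4 (ENSMUSG00000057003). Tuba4a was 1737 ± 431 in MC + Chemo and 742 ± 119.6 in CTRL, and Exoc4 (ENSMUSG00000029763) was 441 ± 43.1 and 268 ± 34.2 (log2 fold change 0.72, SE 0.15, adjusted p = 0.106). Another 7 of the 15 are genes of striated muscle: Tnnc2 (ENSMUSG00000017300), Pvalb (ENSMUSG00000005716), Acta1 (ENSMUSG00000031972), Trdn (ENSMUSG00000019787), Ckm (ENSMUSG00000030399), Myh4 and Tnni2 (ENSMUSG00000031097). Their log2 fold changes were 8.16, 7.75, 7.58, 7.50, 7.16, 7.10 and 6.14, but they were not shared by the 6 tumors. Tnnc2 counts were 10836 in MC + Chemo 43, 6564 in MC + Chemo 5, 388 in MC + Chemo 47 and 9.35 in MC + Chemo 50, where CTRL was 10.2 ± 2.31 (adjusted p = 0.226, exact permutation p = 0.0667, two-sided).

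Of the 15 human genes of Figure 4C, 9 were higher and 6 lower. The lower genes were ITGA10 (ENSG00000143127) (-3.62, SE 0.64, -2.04 without CTRL 44), CHRDL1 (ENSG00000101938) (-3.63), LPIN1 (ENSG00000134324) (-1.26), CRADD (ENSG00000169372) (-1.95), ANKRD36B (ENSG00000196912) (-1.41) and HELLS (ENSG00000119969) (-0.84). The log2 ratio of HELLS to murine Hells followed that of the library totals with a slope of 0.108, where the median over genes that do not follow their murine namesake was 1.09, so reads shared in part are open for it. The higher genes outside the globins were PI3 (ENSG00000124102) (3.06), ISG15 (ENSG00000187608) (1.71), UBE2L6 (ENSG00000156587) (1.17), MAOA (ENSG00000189221) (1.07), DTX2 (ENSG00000091073) (1.06), HIST1H2BD (ENSG00000158373) (0.63) and MYH4 (ENSG00000264424) (7.38). ISG15 was 5534 ± 934 in MC + Chemo and 1691 ± 1132 in CTRL. MYH4 did not meet the criteria (adjusted p = 0.0932), and its counts followed murine Myh4 from tumor to tumor, so murine muscle reads are a possible source of it. The other 14 genes had adjusted p values from 0.0305 to 0.0498.

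A rule set before the counts were opened added up to 3 transcripts with the largest fold change among those that met the criteria with all tumors of 1 group above all of the other, where the paper had not named them. It added 1 gene, human S100A8 (ENSG00000143546), at 267 ± 237 in MC + Chemo and 22.6 ± 29.4 in CTRL (log2 fold change 3.59, SE 0.87, adjusted p = 0.0412, 4.73 without CTRL 31).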

Given the potential interaction between the two drugs in the MC + Chemo combination therapy to worsen both the primary tumor outcome and secondary ITT outcome, we sought to identify the top 15 differentially regulated genes with MC + Chemo treatment (Figure 4B,C). 

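The murine globin genes Hba-a1 (ENSMUSG00000069919), Hba-a2 (ENSMUSG00000069917), Hbb-bs (ENSMUSG00000052305) and Hbb-bt (ENSMUSG00000073940) code for the protein chains of hemoglobin and were higher in all 6 MC + Chemo tumors than in any CTRL tumor (two-sided exact permutation p = 0.00476 for Hba-a1, the smallest the test can give). Hba-a1 was 2202 ± 1225 in MC + Chemo and 365 ± 131 in CTRL (log2 fold change 2.59, SE 0.49, edgeR adjusted p = 0.104, DESeq2 adjusted p = 3.06e-05). Hbb-bs was 6252 ± 3499 and 1014 ± 474 (log2 fold change 2.62, DESeq2 adjusted p = 0.000127). Hba-a2 and Hbb-bt had log2 fold changes of 2.37 and 2.74. Alas2 (ENSMUSG00000025270), which makes heme in red-cell precursors, was 76.0 ± 53.3 and 11.6 ± 5.24 (log2 fold change 2.73, adjusted p = 0.112).

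The rise was not particular to the combination. Hba-a1 was 1714 ± 854 in Chemo (log2 fold change 2.23, edgeR adjusted p = 0.330, exact permutation p = 0.0159) and 1659 ± 826 in MC (log2 fold change 2.19, adjusted p = 0.242). In the 4 Lean tumors, which the paper does not report, it was 1080.3 ± 119.7, again above every CTRL tumor (exact permutation p = 0.0286, edgeR adjusted p = 1). CTRL was thus the low group.

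Of the human globin genes, HBD (ENSG00000223609) was 106 ± 89.7 in MC + Chemo and 10.2 ± 6.81 in CTRL (log2 fold change 3.35, SE 0.69, adjusted p = 0.0319), and HBB (ENSG00000244734) was 216 ± 191 and 30.6 ± 15.7 (log2 fold change 2.80, SE 0.70, adjusted p = 0.0434). Without MC + Chemo 43 these log2 fold changes were 2.79 and 2.17. Over the 24 libraries HBB had 2998 counts, 2.59% of the 115865 counts on the 2 murine beta globin genes, and its ratio to them did not differ between MC + Chemo and CTRL (log2 difference 0.05, two-sided exact permutation p = 0.881), so murine globin reads are a possible source of HBB. For HBD the ratio was higher in MC + Chemo (log2 difference 0.79, exact permutation p = 0.0238).

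**Figure D2:**
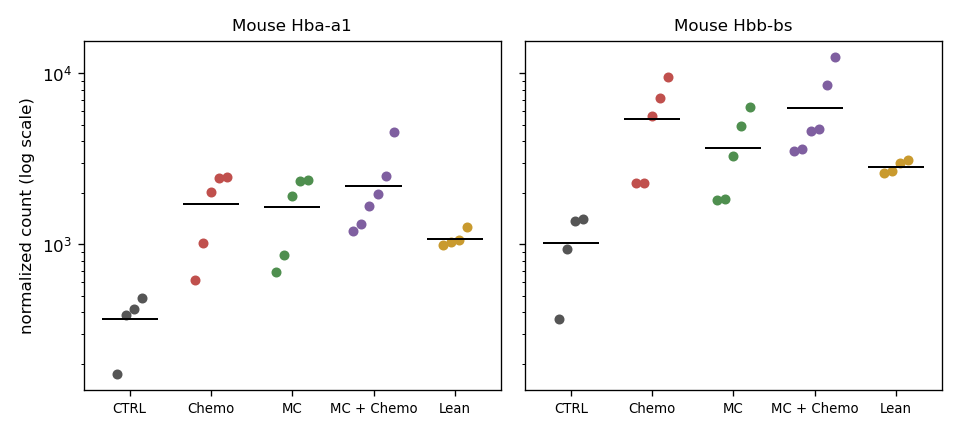
Normalized counts of murine Hba-a1 and Hbb-bs in each tumor of the 5 groups, on a log scale; bars are group means.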

Interestingly, a number of globin transcriptional factors were upregulated in both the murine (Figure 4B) and human (Figure 4C) genomes.

Since MC increased insulin sensitivity in mice and reduced CD31 protein expression in tumors, we sought to evaluate the transcriptional regulation of these pathways in the tumors. In accordance with our overall transcriptome findings, angiogenic and insulin signaling pathways were most changed with the MC + Chemo combination therapy. 

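Among the lists that bear on angiogenesis, endothelial genes did not shift with MC + Chemo: 6 of 19 were higher than in CTRL (median log2 fold change -0.12, fry adjusted p = 0.946), and the median was -0.42 without CTRL 17 and 0.11 without CTRL 70. The difference between the responses to MC with and without chemotherapy, tested as an interaction, was -0.83 for this list (0 of 19 genes higher) (adjusted p = 0.234). Hypoxia genes were unchanged in the murine genome (11 of 23 higher, median -0.04, adjusted p = 0.999) and in the human genome (8 of 24, median -0.17, adjusted p = 0.747, 0.14 without CTRL 17). No list of insulin signaling genes was tested here.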

The combination therapy increased the expression of several *RHO* family genes, *RHOD*, *RHOF*, *RHOJ* and *RHOV* (Figure S1A), and vascular growth genes, *PDGFB*, *PDGFRB*, *Mmp8* and *Mmp24* (Figure S2B), relative to CTRL. 

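RHOD (ENSG00000173156) was 770.0 ± 138 in MC + Chemo (n = 6) and 302 ± 202 in CTRL (n = 4), a log2 fold change of 1.35 (SE 0.35, edgeR adjusted p = 0.0496). RHOF (ENSG00000139725) rose from 543 ± 167 to 854 ± 93.3 (0.65, SE 0.19, adjusted p = 0.0647) and RHOV (ENSG00000104140) from 76.2 ± 84.2 to 258 ± 86.9 (1.77, SE 0.57, adjusted p = 0.0858). The fold of RHOV was 3.38, and 6.40 without CTRL 31. RHOJ (ENSG00000126785), which Figure S2 also shows below CTRL, fell from 134 ± 111 to 33.4 ± 19.1 (-2.00, SE 0.48, adjusted p = 0.0393, -1.44 without CTRL 17). The 4 CTRL tumors were uneven: RHOD counts were 72.4 in CTRL 17 and 194 in CTRL 44, against 488 and 429 in CTRL 31 and 70, and RHOJ counts were 256 and 189 against 49.3 and 32.5. Every MC + Chemo tumor was above every CTRL tumor for RHOD and RHOF (two-sided exact permutation p = 0.00476 for each).

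Of the vascular growth genes, human PDGFRB (ENSG00000113721) was lower in MC + Chemo, as Figure S2 shows it, at 54.2 ± 22.2 against 121 ± 48.4 (-1.16, SE 0.41, adjusted p = 0.103). Its log2 ratio to murine Pdgfrb followed the log2 ratio of the library totals with a slope of 0.08, where the median over genes that do not follow their murine namesake was 1.09, so reads shared in part are open for it. PDGFB (ENSG00000100311) was 456 ± 42.7 against 318 ± 82.3 (0.52, SE 0.34, adjusted p = 0.376). Its log2 ratio to murine Pdgfb had an SD of 0.06 over the 24 libraries, below the 0.12 expected of independent reads, so reads shared by the 2 genes are a possible source of both counts. Murine Mmp8 (ENSMUSG00000005800) was 29.3 ± 15.8 against 11.9 ± 3.79 (1.302, SE 0.51, adjusted p = 0.311), and Mmp24 (ENSMUSG00000027612) was 209 ± 65.8 against 71.4 ± 57.3 (1.54, SE 0.45, adjusted p = 0.226, DESeq2 0.0380). The same limit holds for Mmp24, whose ratio to human MMP24 had an SD of 0.11 where 0.21 is expected of independent reads. Mmp24 was 2.93 times CTRL, and 4.25 times without CTRL 31.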

With Chemo, we also detected increased expression of some RHO and vascular growth genes, *RHOF* and *Mmp8*, as well as decreased expression of others, *RHOJ*, *Mmp12* and *Mmp13* (Figure S2A,B), relative to CTRL. 

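With Chemo (n = 5), RHOF was 916 ± 83.6 against 543 ± 167 in CTRL, a log2 fold change of 0.76 (SE 0.20, edgeR adjusted p = 0.0910, DESeq2 0.0190), and RHOJ was 42.1 ± 8.50 (-1.66, SE 0.50, adjusted p = 0.112, DESeq2 0.0362). RHOD, which the authors list for the combination, had a log2 fold change of 1.15 with Chemo as well (adjusted p = 0.120). Mmp8 rose to 45.8 ± 28.2 (1.94, SE 0.53, adjusted p = 0.741, two-sided exact permutation p = 0.0397). Murine Mmp12 (ENSMUSG00000049723) fell to 363 ± 119.8 from 691 ± 120.2 (-0.93, SE 0.36, exact permutation p = 0.0238) and Mmp13 (ENSMUSG00000050578) to 1521 ± 449 from 4095 ± 2199.6 (-1.43, SE 0.61, exact permutation p = 0.0159). Both had an edgeR adjusted p of 1.00. The fold of RHOJ was 0.314, and 0.461 without CTRL 17.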

MC + Chemo increased *SLC2A8* and *Foxo6* genes, while Chemo reduced *IGFBP1* gene expression relative to CTRL (Figure S2C). Additionally, we evaluated several genes in the *CYP/Cyp* family as cytochrome P450 activity is critical for cyclophosphamide activation. 

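SLC2A8 (ENSG00000136856) was 187 ± 18.4 in MC + Chemo and 144 ± 17.2 in CTRL (log2 fold change 0.38, SE 0.13, edgeR adjusted p = 0.106, DESeq2 0.0510). Its fold change lay below the criterion of 1.5. Murine Foxo6 (ENSMUSG00000052135) was 129 ± 41.4 and 55.4 ± 15.4 (1.22, SE 0.27, adjusted p = 0.117, DESeq2 0.00605), with every MC + Chemo tumor above every CTRL tumor. Human FOXO6 gave nearly the same counts as murine Foxo6 in each tumor. By edgeR the human gene met the 3 criteria in MC + Chemo (log2 fold change 1.04), where the murine gene did not. The log2 ratio of the 2 genes had an SD of 0.04 over the 24 libraries where 0.23 is expected of independent reads, so it is open which genome the Foxo6 reads came from. IGFBP1 (ENSG00000146678) was 73.4 ± 51.4 in Chemo and 449 ± 447 in CTRL (-2.60, SE 0.76, adjusted p = 0.107, DESeq2 0.0380, exact permutation p = 0.0794, two-sided). The CTRL mean came from CTRL 17 (979.6) and CTRL 44 (616); CTRL 31 and CTRL 70 had 87.5 and 80.6. Without CTRL 17 the fold of IGFBP1 went from 0.164 to 0.278.

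**Figure D3:**
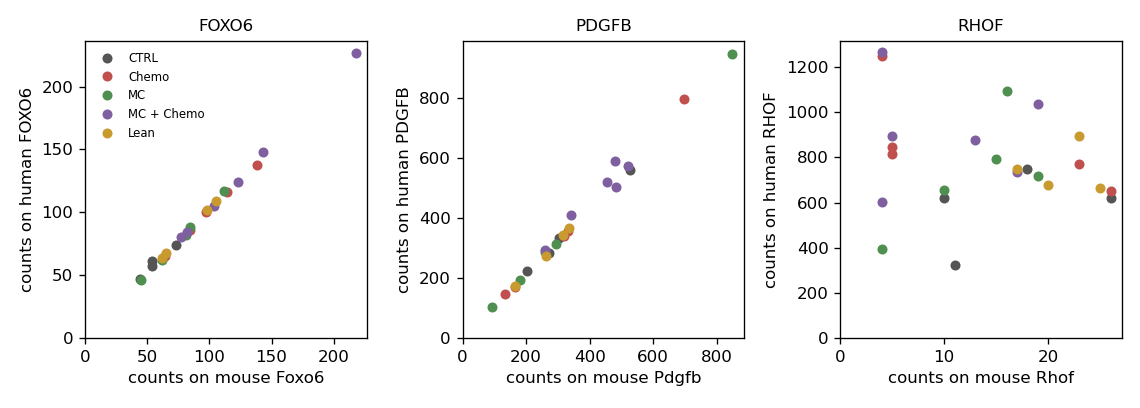
Counts on the human gene against counts on the murine gene of the same name in the 24 libraries, for FOXO6, PDGFB and RHOF.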

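The cytochrome P450 gene CYP2J2 (ENSG00000134716) was 71.5 ± 20.9 in MC + Chemo (n = 6) and 21.5 ± 13.8 in CTRL (n = 4), a log2 fold change of 1.72 (SE 0.37, edgeR adjusted p = 0.0327), and it met the 3 criteria. CYP11A1 (ENSG00000140459) was 23.5 ± 8.89 and 5.71 ± 5.88 (2.06, SE 0.60, adjusted p = 0.0637); its fold was 4.11, and 7.87 without CTRL 31. CYP20A1 (ENSG00000119004) was 419.7 ± 85.5 and 650.1 ± 124 (-0.63, SE 0.17, adjusted p = 0.0567), and CYP26B1 (ENSG00000003137) was 20.2 ± 13.9 and 58.5 ± 43.1 (-1.52, SE 0.49, adjusted p = 0.0858, -1.01 without CTRL 17). With DESeq2 these 4 genes had adjusted p values of 0.000559, 0.00818, 0.0265 and 0.0449.

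Murine Cyp2e1 (ENSMUSG00000025479), a gene expressed in liver and fat, was 31.3 ± 24.4 and 5.73 ± 3.02 (2.46, SE 0.78, edgeR adjusted p = 0.232). Its highest count in the group was 74.7 in MC + Chemo 52, the tumor with the most adipocyte transcripts of the 6, and without it the fold went from 5.46 to 3.96. Murine Cyp51 (ENSMUSG00000001467) was 166 ± 27.5 and 278 ± 9.68 (-0.75, SE 0.17, adjusted p = 0.124, DESeq2 0.00880), lower in every MC + Chemo tumor than in any CTRL tumor. The human gene, CYP51A1 (ENSG00000001630), was 28.7 ± 5.33 and 28.1 ± 15.0 (0.05, SE 0.33, adjusted p = 0.952, from -0.19 without CTRL 70 to 0.48 without CTRL 44).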

MC + Chemo increased *CYP2J2*, *CYP11A1* and *Cyp2e1*, and decreased *CYP20A1*, *CYP26B1* and *CYP51* transcriptional expression relative to CTRL (Figure S2D). Chemo increased *CYP2J2* gene expression relative to CTRL. 

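CYP2J2 was 68.3 ± 14.5 in Chemo (n = 5), with a log2 fold change of 1.66 (SE 0.38, edgeR adjusted p = 0.0764, DESeq2 0.00262) and every Chemo tumor above every CTRL tumor (two-sided exact permutation p = 0.00794). The log2 fold change ran from 1.36 without CTRL 17 to 2.06 without CTRL 70.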

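The effect of adding MC to chemotherapy can be tested directly, by comparing MC + Chemo (n = 6) with Chemo (n = 5), and the departure from additive effects can be tested as the interaction of MC and chemotherapy. With edgeR 0 murine and 0 human transcripts met the 3 criteria in the direct comparison. At an unadjusted p below 0.05 there were 1647 murine and 1713 human transcripts, and the lowest adjusted p values were 0.182 and 0.230. For the interaction 0 transcripts met the criteria in either genome, with 1031 murine and 1600 human transcripts at an unadjusted p below 0.05 and lowest adjusted p values of 0.695 and 0.511. The test moved the direct counts most: DESeq2 gave 21 murine transcripts (3 higher, 18 lower) and 9 human transcripts (0 higher, 9 lower), and for the interaction 0 and 1. Without Chemo 67 the DESeq2 counts of the direct comparison were 186 and 102, and without Chemo 33, Chemo 34 or MC + Chemo 52 they were 0 in both genomes. Leaving out another tumor gave 5 to 62 murine and 1 to 19 human transcripts.

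Of the 61 genes named by the paper or added by rule, 12 had an unadjusted p below 0.05 in the direct comparison. Muscle genes made up 8 of the 12. Cyp2e1 had the log2 fold change with the lowest p among them (4.28, edgeR adjusted p = 0.182, DESeq2 adjusted p = 0.00386). In the interaction 15 had an unadjusted p below 0.05, among them ITGA10 (3.30), IGFBP1 (2.52), RHOJ (1.49) and Hba-a1 (-1.82), all with an adjusted p of 0.511 or more.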

Taken together, these findings indicate that MC alters the transcriptomic effect of chemotherapy when given in combination with chemotherapy and minimally alters angiogenic and insulin transcriptomic pathways alone.

## 4. Discussion

Cancer is a known comorbidity of obesity, and women with TNBC are more likely to have obesity than normal weight [34]. Obesity is associated with metabolic perturbations including insulin resistance and increased angiogenesis, inflammation and growth factor signaling, resulting in increased tumor initiation and progression [35,36,37]. Additionally, multiple components of cancer treatment such as surgery, chemotherapy and biotherapy induce transient and/or chronic insulin resistance [38,39]. Therefore, pharmaceutical and lifestyle interventions known to attenuate metabolic dysregulation are being investigated as anti-cancer therapies [5,6,7].

Given the previously published efficacy of moringa seed and leaf extract to protect against high-fat diet-induced obesity in male mice, we sought to perform pre-clinical validation of the efficacy of moringa seed extract concentrate to improve metabolic parameters in female mice with high-fat diet-induced obesity and TNBC. Indeed, we observed an improvement in fasting glucose and whole body insulin sensitivity (AUC) with moringa alone compared to chemotherapy, but did not see this effect when moringa was combined with chemotherapy. Much of the anti-obesity effects of moringa were previously observed when moringa leaf or seed extract was administered concurrently with a high-fat or high-fructose diet to lean mice and shown to be protective against diet-induced obesity [11,40,41]. However, in line with Jaja-Chimedza et al. [10], our study demonstrated that moringa seed extract can reduce fasting glucose and improve insulin sensitivity in mice after obesity onset. In addition, these metabolic improvements are not a result of decreased food intake and weight loss as mice receiving moringa alone did not lose weight but mice receiving chemotherapy lost approximately 10% of their body weight during the 4-week treatment period.

In addition to inducing insulin resistance, obesity establishes a pro-angiogenic environment and has been shown to increase vascular growth [37]. Tumor growth and metastasis depend on the vascular network to provide an adequate supply of oxygen and nutrients. The administration of anti-angiogenic compounds has shown efficacy to decrease tumor growth in preclinical models, but displays mixed results in clinical investigations [42]. Part of this discrepancy is attributed to the lack of translational evaluation of the anti-angiogenic compound in combination with standard chemotherapy, and thus there is a critical need to expand preclinical investigation to include combination therapy [43,44]. Promisingly, moringa leaf extract has demonstrated anti-angiogenic properties and has been shown to inhibit retinal angiogenesis in streptozotocin-induced diabetic rats [45], and it downregulates the transcriptional expression of *VEGF*, VEGF receptor 2 (*KDR*) and endothelin-1 (*End-1*) in the cervix of preterm labor mice models [46]. To date, the anti-angiogenic properties of any preparation of moringa have not yet been evaluated in tumors. With moringa seed extract, we observed decreased protein expression of the prognostic angiogenic marker, CD31, in the tumors. Importantly, moringa did not reduce tumor angiogenesis in combination with chemotherapy.

We found that the combination therapy prevented the anti-angiogenic potential of the moringa seed extract and resulted in the transcriptional upregulation of key pro-angiogenic genes. 

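Human HIF1A (ENSG00000100644) was 1511 ± 78.2 in MC + Chemo and 1457 ± 205 in CTRL (log2 fold change 0.05, SE 0.11, edgeR adjusted p = 0.817, two-sided exact permutation p = 0.629). Murine Hif1a (ENSMUSG00000021109) was 1154 ± 199 and 1116 ± 166 (0.05, SE 0.16, adjusted p = 0.923). With MC alone HIF1A was 1496 ± 123 (0.04, adjusted p = 0.919). The transcript measures the gene and not the activity of its protein, for which the hypoxia lists stand nearer.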

Notably, hypoxia inducible factor (*HIF1α*) signaling, a critical activator of angiogenesis, was transcriptionally upregulated in the moringa chemotherapy combination-treated tumors, but not with moringa alone. Additionally, the combination treatment upregulated Rho family GTPase signaling, including *RhoA* and *VEGF*-driven actin-based motility genes, which play an important role in endothelial cell organization and neoangiogenesis [47,48,49]. Furthermore, moringa with chemotherapy transcriptionally increased the expression of multiple matrix metalloproteinases (*MMPs*), which transcribe proteolytic enzymes critical for vascular remodeling and angiogenesis enhancement [50].

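RhoA transcripts did not differ between MC + Chemo and CTRL: human RHOA (ENSG00000067560) was 7716 ± 643 and 7632 ± 1211 (log2 fold change 0.02, SE 0.12, adjusted p = 0.954, two-sided exact permutation p = 0.805), and murine Rhoa (ENSMUSG00000007815) was 4130.1 ± 891 and 3903 ± 1333 (0.08, SE 0.20, adjusted p = 0.890). Human VEGFA (ENSG00000112715) was 2701 ± 723 and 2728 ± 943 (-0.01, SE 0.24, adjusted p = 0.981) and murine Vegfa (ENSMUSG00000023951) 2706 ± 1129 and 2332 ± 454 (0.21, SE 0.28, adjusted p = 0.780). The sign of the VEGFA change depended on the tumor left out, from -0.21 without CTRL 44 to 0.13 without CTRL 70. The 2 VEGF genes share the limit given for PDGFB, as their log2 ratio had an SD of 0.03 where 0.04 is expected of independent reads. The VEGF receptor gene Kdr (ENSMUSG00000062960) was 632 ± 319.9 and 769 ± 395 (-0.28, SE 0.40, adjusted p = 0.795, -0.61 without CTRL 17).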

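Of the 4 metalloproteinase genes the paper names, Mmp8 and Mmp24 were higher with MC + Chemo and the other two were not. Mmp12 was 369.8 ± 202 (log2 fold change -0.91, SE 0.34, adjusted p = 0.296, two-sided exact permutation p = 0.0286), and Mmp13 was 3224 ± 3013 (-0.35, SE 0.58, adjusted p = 0.832, exact permutation p = 0.376), from -0.92 to 0.04 with 1 tumor left out. The rise of Mmp8 was smaller than with Chemo.

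The authors state that the combination prevented the anti-angiogenic potential of the extract and list HIF1α signaling and multiple metalloproteinases, in the results Mmp8 and Mmp24, among the pro-angiogenic genes it raised. The step from these transcripts to angiogenesis was not measured by sequencing.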

Although we observed an improvement in fasting glucose and whole body insulin sensitivity and a reduction in angiogenesis with moringa alone, moringa seed extract did not reduce tumor volume in mice with diet-induced obesity compared to other treatment groups. Moringa has consistently been shown to reduce fasting blood glucose and improve glucose tolerance in obese and diabetic preclinical and clinical studies. However, evidence regarding the effect of moringa on insulin levels is not as robust, with some studies demonstrating an increase in circulating insulin [51]. Hyperinsulinemia is a well-known driver of tumor growth and progression [52], and thus future investigations to measure circulating insulin as well as tissue-specific changes in insulin sensitivity in response to moringa are warranted. Strikingly, mice that received the moringa and chemotherapy combination therapy had larger tumors compared to both control and chemotherapy alone. The combination treatment transcriptionally upregulated tumor expression of *SLC2A8* and *FoxO6*, important genes for glucose uptake [53], metabolism [54] and redox balance [55]. 

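SLC2A8 (ENSG00000136856) was 144 ± 17.2 (normalized count, mean ± SD) in CTRL (n = 4), 165 ± 23.7 in Chemo (n = 5), 161 ± 15.1 in MC (n = 5) and 187 ± 18.4 in MC + Chemo (n = 6). The log2 fold change relative to CTRL was 0.20 (SE 0.14, edgeR adjusted p = 0.456), 0.16 (SE 0.14, adjusted p = 0.674) and 0.38 (SE 0.13, adjusted p = 0.106). Murine Foxo6 (ENSMUSG00000052135) was 55.4 ± 15.4, 107 ± 33.2, 76.6 ± 5.08 and 129 ± 41.4 in the same order, with log2 fold changes of 0.96 (SE 0.27, adjusted p = 0.741), 0.47 (SE 0.27, adjusted p = 0.510) and 1.22 (SE 0.27, adjusted p = 0.117). It is open which genome the Foxo6 reads came from. The authors state that the combination raised both genes.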

Our study demonstrates that moringa and chemotherapy did not have an additive benefit to attenuate tumor growth. In fact, we observed an herb–drug interaction between moringa and chemotherapy.

The interaction between herbal and dietary supplements and chemotherapy is not uncommon [56,57]. Many herbal supplements are capable of altering physiological processes, potentially decreasing chemotherapy efficacy and/or medication toxicity [28]. However, data regarding the combination of ITCs and chemotherapy are limited [30]. We identified several genes and pathways known for promoting cancer cell proliferation that were downregulated by chemotherapy and conversely upregulated by the moringa chemotherapy combination. 

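Transcripts lowered by Chemo can be followed into MC + Chemo. With edgeR 0 transcripts met the criteria for Chemo, so the DESeq2 transcripts were used, a choice made after that count was seen. Of the 483 human transcripts that met the criteria for Chemo with DESeq2, 308 were lower than in CTRL, and all 483 had a log2 fold change of the same sign in MC + Chemo as in Chemo, so 0 of the 308 were higher than in CTRL. In MC alone 482 of the 483 had the same sign. Relative to Chemo, 267 of the 308 lowered transcripts were higher in MC + Chemo, by a median of 0.29, and 0 of the 483 met the criteria in that comparison. In the murine genome 14 of 14 transcripts kept their sign, 5 of 5 lowered transcripts were higher in MC + Chemo than in Chemo by a median of 0.48, and 0 met the criteria.

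Part of this is built in, since both groups are compared with the same 4 CTRL tumors and the transcripts were chosen for their extreme values in Chemo. To see how much, libraries unchanged by treatment were simulated 40 times for the 500 genes with the lowest edgeR p in Chemo. Of the 500 human genes 100% kept their sign, against a median of 93.8% and a highest of 96.4% in the simulations. Of the 500 murine genes 94.8% did, against a median of 93.7%. The 352 lowered human genes were higher in MC + Chemo than in Chemo by a median of 0.25. This lay just below the simulated range (median 0.289, 0.254 to 0.331). The 260 lowered murine genes were higher by 0.19, also below the simulated range (median 0.34, 0.30 to 0.42). The libraries were also regrouped at random, and the observed grouping was counted with these, 100 in all. Of the 100, 3 gave as high a share of human signs kept and 45 as high a human median. For the murine genes these numbers were 56 and 72. Over the regroupings the share of signs kept had a median of 95.4% in each genome, above the simulated medians. The lowered genes had a regrouped median of 0.226 (human) and 0.272 (murine), both below the simulated ranges. The simulations thus do not stand for the real libraries, and no conclusion is drawn from their ranges.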

The combination therapy increased integrin-linked kinase (*ILK*) signaling [58] and genes responsible for coding hemoglobin subunits. 

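Transcripts of integrin-linked kinase were not higher with the combination, though the transcript of the kinase does not measure its signaling. Human ILK (ENSG00000166333) was 616 ± 42.0 in MC + Chemo and 875 ± 372 in CTRL (log2 fold change -0.51, SE 0.20, adjusted p = 0.145, two-sided exact permutation p = 0.105, -0.17 without CTRL 44). With Chemo it was 631 ± 125 (-0.47, adjusted p = 0.239). Murine Ilk (ENSMUSG00000030890) was 496 ± 118 and 681 ± 418 (-0.46, SE 0.27, adjusted p = 0.496, 0.05 without CTRL 44). The log2 ratio of the human to the murine gene followed that of the library totals with a slope of 0.267, where the median over genes that do not follow their murine namesake was 1.09, so reads shared in part are open. The hemoglobin genes were raised by each treatment alone too: HBD had a log2 fold change of 2.87 with Chemo (adjusted p = 0.0792) and 2.52 with MC (adjusted p = 0.406). Its interaction of MC and chemotherapy was -2.05 (adjusted p = 0.511).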

Orthotopically implanted MDA-MB-231 cells overexpressing hemoglobin subunit beta (*HBB*) demonstrated increased tumor growth and neoangiogenesis [59]. In addition, the upregulation of *HBB* promotes epithelial–mesenchymal transition and has been commonly observed in circulating tumor cells of breast, prostate and non-small cell lung cancer patient-derived xenograft models [60]. Together, these transcriptional changes support potential mechanisms for future investigation that may be the result of moringa chemotherapy interactions contributing to increased tumor growth with combination therapy.

In addition, cyclophosphamide requires biotransformation by cytochrome P450 (CYP) enzymes to be an effective cytotoxic alkylating agent [61]. Many drug–herb interactions are thought to result from the inhibitory effect on these CYP enzymes blocking the activation of cyclophosphamide [61]. Indeed, moringa extracts have been shown to inhibit liver *CYP* isozymes including *CYP1A2* [62], *CYP3A4* and *CYP2D6* [63]. However, CYP enzymes constitute a superfamily of more than 50 isoforms responsible for both activating and detoxifying drugs. While hepatic CYP2B6 and CYP2C19 have the highest activation of cyclophosphamide, additional isoforms including CYP2C9, CYP3A4, CYP3A5 and CYP2J2 can also activate the prodrug [64]. Therefore, inhibiting some but not all isoforms may not decrease the effectiveness of cyclophosphamide [65]. CYP isozymes are also expressed in extrahepatic tissues [66] and cancers [67], including MDA-MB-231 cells [68]. 

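With MC alone (n = 5), CYP2J2 was 39.3 ± 15.4 against 21.5 ± 13.8 in CTRL (n = 4, log2 fold change 0.86, SE 0.38, edgeR adjusted p = 0.450). CYP11A1 was 10.6 ± 5.19 (0.90, adjusted p = 0.597), CYP20A1 553 ± 85.6 (-0.23, 0.635), CYP26B1 24.6 ± 9.12 (-1.25, 0.433) and CYP51A1 33.9 ± 9.97 (0.27, 0.782). The murine genes Cyp51 and Cyp2e1 were 237 ± 61.8 (-0.23, 0.6249) and 22.8 ± 28.2 (1.98, 0.331). The Cyp2e1 mean came mostly from MC 41 (72.5), and without 1 tumor its log2 fold change ran from 0.77 to 2.26.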

We found that moringa alone did not alter the transcription of the CYP isozymes detected in the MDA-MB-231 tumors. The transcription of *CYP2J2*, known to metabolize cyclophosphamide [64], was upregulated in the tumors by chemotherapy alone and by combination therapy. This upregulation of *CYP2J2* is not surprising as exposure to cyclophosphamide can increase the transcription and expression of cyclophosphamide metabolizing enzymes [69]. Ultimately, more research is needed to truly understand the complex mechanisms involved in herb–drug interactions and their impact on clinical outcomes.

These results are taken within the context of the limitations of this study. Further investigation of the phenotypic and mechanistic interaction between cytotoxic therapies used in the clinic and moringa oleifera extracts is critical as the global market for moringa products is estimated to reach USD 8.4 billion by the year 2026 [70]. Additionally, phytochemical distribution varies within different parts of the plant and various processing techniques can influence the extraction, and thus the examination of well-characterized extract preparations is warranted [18,32]. Here, we investigated the effects of a single batch of moringa seed extract on the growth of established tumors in xenografts. We are unable to extrapolate our findings to other cancer types, treatment modalities and time-points in the cancer control continuum. Similar to the protection against diet-induced obesity, moringa may have a role in chemoprevention. While more research is needed before evidence-based recommendations can be given, we caution patients about consuming moringa oleifera products while receiving chemotherapy for breast cancer treatment.

## Figures and Tables

**Figure 1:**
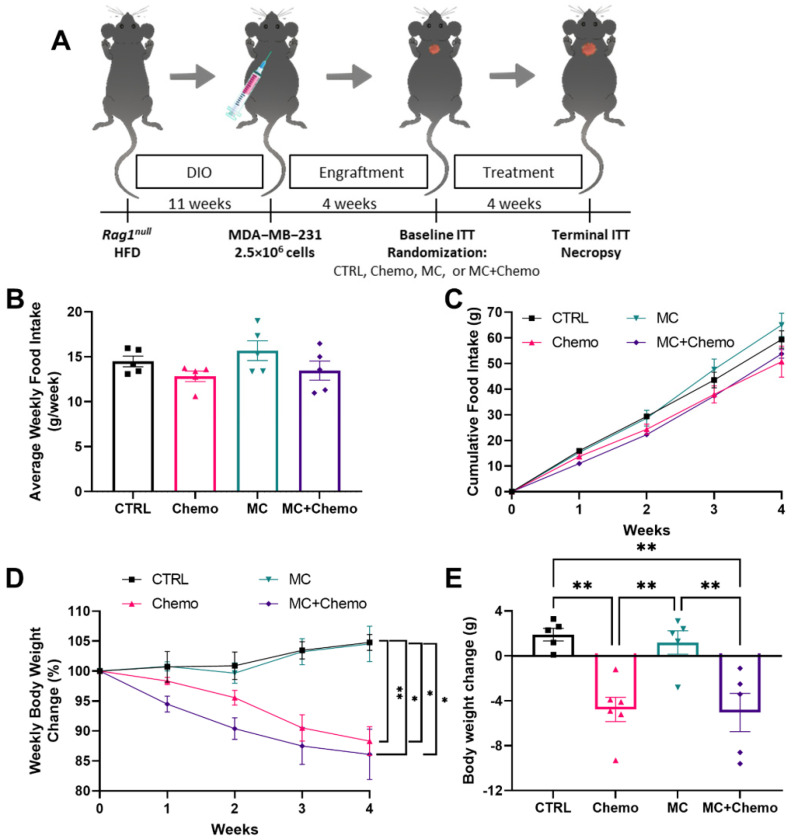
Moringa seed extract concentrate does not alter food intake, body weight, or chemotherapy-induced weight loss in C57BL/6J female mice with diet-induced obesity and TNBC. (**A**) Schematic representations of experimental design. (**B**) Average weekly food intake, (**C**) cumulative food intake, (**D**) weekly body weight change and (**E**) total body weight change (CTRL *n* = 5, Chemo *n* = 6, MC *n* = 5, and MC + Chemo *n* = 5). Data are shown as the mean ± SEM. * *p* < 0.05 and ** *p* < 0.01. Panels A and D were assessed by one-way ANOVA with Tukey’s multiple comparisons. Panels B and C were assessed by a two-way ANOVA with Tukey’s multiple comparisons.

**Figure 2:**
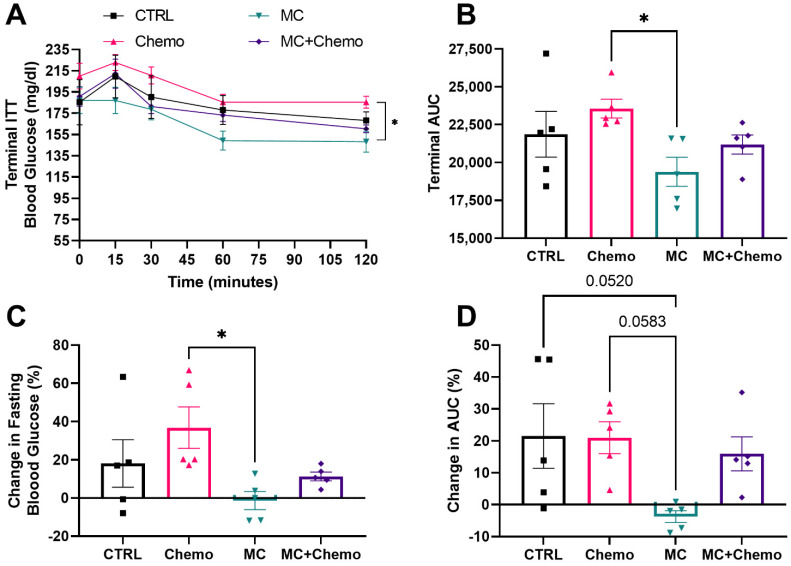
Moringa seed extract concentrate protects against high-fat diet- and chemotherapy-induced increases in fasting glucose and improves insulin sensitivity in C57BL/6J female mice with diet-induced obesity and TNBC. (**A**) Terminal ITT, (**B**) terminal area under glucose response curve (AUC), (**C**) change in fasting blood glucose and (**D**) percent change in glucose AUC (CTRL *n* = 5, Chemo *n* = 6, MC *n* = 5, and MC + Chemo *n* = 5). Data are shown as the mean ± SEM. * *p* < 0.05. Panel (**A**) was assessed by a two-way ANOVA with Tukey’s multiple comparisons. Panels (**B**–**D**) were assessed by one-way ANOVA with Tukey’s multiple comparisons.

**Figure 3:**
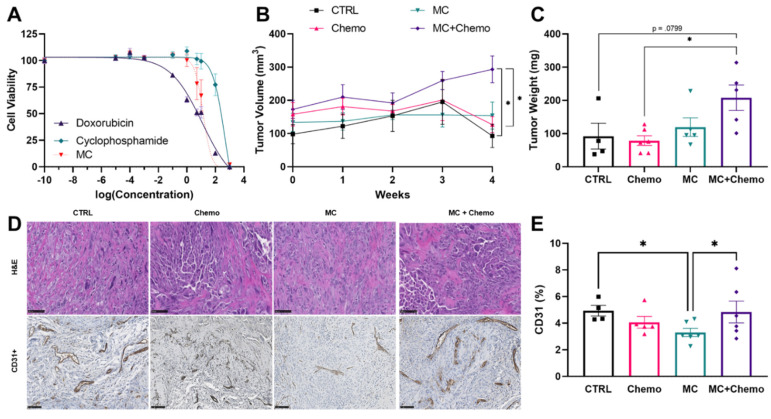
Moringa seed extract concentrate does not reduce tumor growth, has a negative interaction with chemotherapy and reduces tumor angiogenesis in C57BL/6J female mice with diet-induced obesity and TNBC. (**A**) Inhibition of cell viability after 24-h continuous exposure to varying concentrations of doxorubicin, cyclophosphamide or MC in MDA-MB-231 cells (*n* = 10 per condition). (**B**) Tumor volumes over the treatment period and (**C**) terminal tumor mass (CTRL *n* = 5, Chemo *n* = 6, MC *n* = 5, and MC + Chemo *n* = 5). (**D**) Representative H&E (20x, scale = 100 µm), CD31+ (20x, scale = 100 µm) and (**E**) quantification of CD31+. Data are shown as the mean ± SEM. * *p* < 0.05. Panel (**A**) was assessed with a four parameter nonlinear regression. Panel (**B**) was assessed by a mixed-model ANOVA with Tukey’s multiple comparisons. Panels (**C**,**E**) were assessed by one-way ANOVA with Tukey’s multiple comparisons.

**Figure 4:**
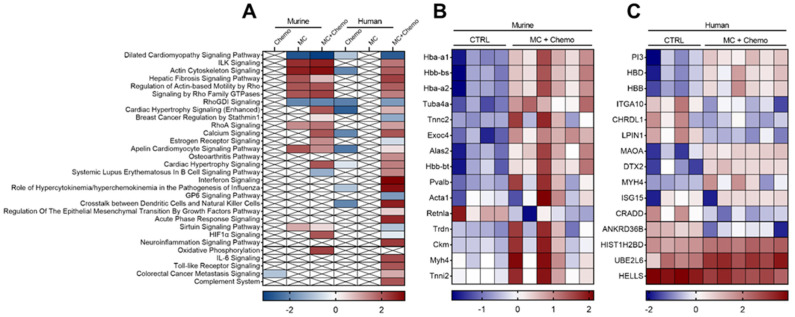
Moringa seed extract concentrate (MC) in combination with chemotherapy (chemo) alters both human and mouse genes in tumors of C57BL/6J female mice with diet-induced obesity and TNBC. (**A**) Heat map visualization of the top 30 dose-responsive canonical signaling pathways following chemo, MC or MC + Chemo treatment evaluated in murine or human genomes. (**B**,**C**) Heat map visualization of top 15 differentially expressed (**B**) murine and (**C**) human genes. Transcripts were filtered based on the following criteria: q < 0.05, base mean > 30 and fold change > 1.5.

## Data Availability

The RNA sequencing datasets produced in this study are available at Gene Expression Omnibus (GEO) under the accession number GSE178973.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13092923/s1, Figure S1: Related to Figure 2, Figure S2: Related to Figure 4.

# Supplementary material for: Moringa Oleifera Seed Extract Concomitantly Supplemented with Chemotherapy Worsens Tumor Progression in Mice with Triple Negative Breast Cancer and Obesity
**Source:** Nutrients. 2021 Aug 24;13(9):2923. doi: 10.3390/nu13092923
**Supplement:** Supplementary file 1

Supplementary Materials: The following are available online at [www.mdpi.com/xxx/s1](http://www.mdpi.com/xxx/s1).

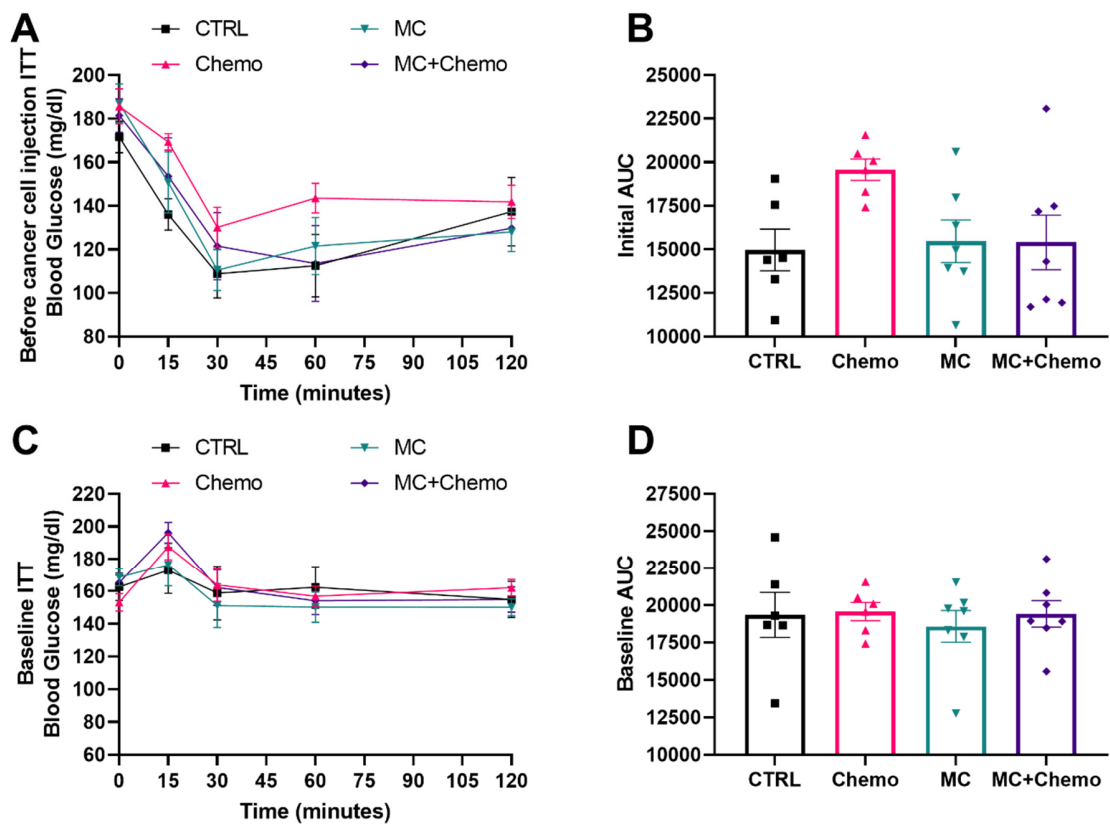

Figure S1. Related to Figure 2.

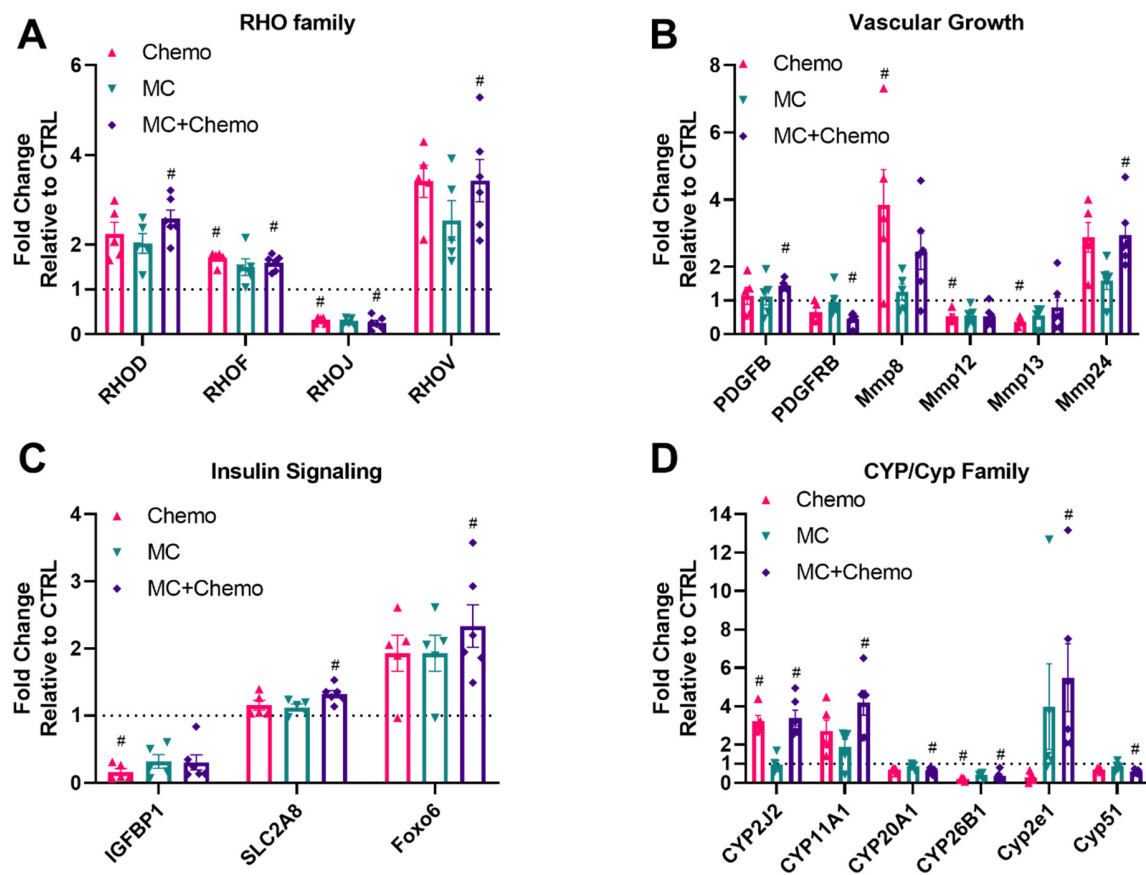

**Figure S2.** Related to Figure 4. Data are shown as the mean  $\pm$  SEM. # padj<0.15

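Fold changes relative to CTRL were recomputed for the 23 pairs of gene and group shown in this figure, as the ratio of mean normalized counts. With edgeR, 17 of the 23 had an adjusted p below the 0.15 marked here and 3 below 0.05; with DESeq2 these numbers were 20 and 16. Leaving out CTRL 17 gave 3 pairs below 0.15 with edgeR, and leaving out MC + Chemo 25 gave 19. The adjusted p of a gene depends on all genes tested with it, which may move many pairs together. Its part was not separated from changes in the values of each gene.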

How the deposited data were processed for this re-analysis (not part of the article)

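The counts used here are the authors' read counts per gene as deposited, made by them with the BlueBee software before deposition, 1 table for the murine and 1 for the human genome, with 24 libraries in each. The normalized signal tables as deposited by the authors hold the same counts divided by the DESeq2 size factors. Median-of-ratios factors recomputed over the 24 libraries gave the deposited factors (murine 0.518 to 1.68, human 0.733 to 1.65), so the authors' scaling was over all 24 libraries. Per library the murine counts ran from 3664056 to 9892470 (median 5605294.5) and the human counts from 7796231 to 17621273 (median 10071796.5).

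The group medians of murine counts were 5596324 in CTRL, 4634995 in Chemo, 6075501 in MC, 6555665.5 in MC + Chemo and 5324818 in Lean. Those of human counts were 11579244.5, 9047559, 9072823, 11733451.5 and 9461364. The two-sided exact permutation p of the log2 totals of Chemo, MC, MC + Chemo and Lean against CTRL was 0.230, 0.873, 0.781 and 0.429 for the murine counts and 0.333, 0.444, 0.952 and 0.114 for the human counts. No gene in the tables has a sum below 72, so genes with fewer reads had been removed before deposition. A symbol is missing for 2991 murine and 5259 human identifiers. Of the 47 pairs of libraries within a group, 0 were identical in either genome.

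The lists, the comparisons, the settings and the alternatives were written before the counts were opened. The main test is the edgeR quasi-likelihood F test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling, the filter of filterByExpr, and Benjamini-Hochberg adjustment, fitted to the 20 libraries of CTRL, Chemo, MC and MC + Chemo. Lean was compared with CTRL in a fit to all 24. DESeq2 1.42.0 is the alternative nearest to the paper's analysis, which used DESeq2 V1.24.0. Exact permutation tests of genes compare the means of log2 of the normalized count plus 1 over every regrouping of the libraries of the 2 groups. Counts of single libraries are scaled over all 24, so they can differ slightly from values behind the group means. A minus sign or the word lower means lower in the first group named.

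The genes given by name are those the paper names as measured in the tumors in its section 3.4, Figure 4B,C, Figure S2 and Discussion, with the gene of CD31, and for each genome and comparison up to 3 genes with the largest fold change among those past all 3 criteria whose libraries in 1 group all lie above those of the other. This gave 61 genes. Every other gene named was chosen after its values were seen.

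The gene lists were adipocyte (17 genes present), endothelial (19), erythroid (14), hypoxia (23), interferon-stimulated (35), keratinocyte (10), oxidative phosphorylation (43), p53 targets (18) and skeletal muscle (28) in the murine genome, and hypoxia (24), interferon-stimulated (36), p53 targets (22) and proliferation (32) in the human genome. A further human list was part of the adjustment and its result is not reported here. The lists were written from general knowledge of each tissue or response, and the members the paper shows in a figure were left out in an alternative because the paper chose them on these libraries.

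The whole chain was tested on simulated data with 200 changed genes per genome. In the murine simulation edgeR found 118 of the 200 (59.0%) with 8 false calls and DESeq2 found 143 (71.5%) with 24 false calls. In the human simulation edgeR found 135 (67.5%) with 7 false calls and DESeq2 found 155 (77.5%) with 21. A simulated list of 20 changed genes had a fry p of 4.21e-16 (murine) and 5.94e-20 (human), and a list of 20 unchanged genes had 0.550 and 0.548. In these simulations DESeq2 thus found more true changes than edgeR, with more false ones. They were 1 draw per genome, with each gene drawn on its own and no library that differs in many genes at once. The rates may therefore not hold for the real libraries. The reads themselves, the genome alignment and the Ingenuity pathways were not analysed here.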

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

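The tests of murine reads on HBB, HBD and MYH4, of muscle, blood and fat in the tumor pieces, and of regrouped libraries for the edgeR counts were written before the values were seen. The other tests in this part were chosen only after the result was seen, as were the epithelial, mesenchymal and brown fat lists.

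Within groups of 4 to 6 libraries, Dixon's test at the 5% level set 36 of 390 groups of values apart, where about 20 are due to chance. Among genes it was 24 of 305 (about 15 by chance) and among library totals, shares and list scores 12 of 85 (about 4 by chance). Chemo 30 was set apart 7 times, MC 6 5 times, and CTRL 17, Lean 24, Lean 54 and MC + Chemo 52 3 times each. A single value here can be chance, and the runs of several values in 1 library are weighed first.

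Chemo 30 was high in muscle genes. The muscle list scored 4.11 (mean log2 of scaled counts) and the normalized counts were 196 for Pvalb, 628 for Acta1, 196 for Trdn, 501 for Myh4, 208 for Tnni2 and 83.7 for human MYH4. Myh4 was 113 in Lean 54, and the muscle list score of CTRL 44, 1.10, was the highest of CTRL, where the next was 0.968. Over the 24 libraries the muscle genes shown in the paper followed the other muscle genes (Pearson r = 0.988, Spearman correlation = 0.883, permutation p = 1e-05, the smallest these permutations can give), with r = 0.981 without MC 41 and MC + Chemo 43 and r = 0.987 in the 21 libraries without column cleanup. The other muscle genes exceeded every CTRL library in 4 of the 6 MC + Chemo libraries. This fits muscle tissue beside some tumors, a matter of how a piece was cut, better than a response of the tumor, which would be nearer to equal across the group. In all, 34 relations were tested, and every relation given in this part with p = 1e-05 has an adjusted p of 2e-05 for Pearson and 3.09e-05 for Spearman.

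Human MYH4 followed murine Myh4 (Pearson r = 0.989, Spearman correlation = 0.83, permutation p = 1e-05, r = 0.980 without MC + Chemo 5 and MC + Chemo 43, r = 0.989 without column cleanup libraries), and the ratio of the 2 did not differ between MC + Chemo and CTRL (two-sided exact permutation p = 0.719). Both tests fit murine muscle reads counted on the human gene.

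MC 41 had the lowest human share, 47.8%, and the lowest Mmp13 count of its group, 396. Of 11 brown fat genes expressed, 10 were highest in MC 41, where their median log2 of scaled counts was 5.25 against 1.27 to 3.94 in the other libraries. This fits brown fat in that tumor piece. Whether it also raised the muscle and oxidative genes of MC 41 was not tested. A high muscle score occurred at a low brown fat median too (8.68 at 1.79 in MC + Chemo 43). MC 6, next to MC 41 in brown fat at 3.94, scored 1.69 on the muscle list. The 226 murine transcripts that DESeq2 found for MC fell to 3 without this library, so most of that count may be tissue taken with 1 tumor (10 of 11 genes).

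MC 6 was set apart in human genes: the p53 list scored 4.54, and normalized counts were 233 for MAOA, 1362 for HELLS and, in the murine genome, 219 for Exoc4. This library had the lowest human total of the 24, 7796231, and its brown fat median of 3.94 was the highest after MC 41, with at most 2.73 in the others. Depth and tissue taken with the piece were not tested as sources of these values, and they stay open beside a difference in the tumor itself.

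CTRL 17 scored 2.61 on the endothelial list, with 115 counts of Pecam1 and 48.6 of PDGFRB, and CTRL 44 had 1339 counts of VEGFA. These 2 of the 4 CTRL libraries also lay apart from the other 2 in many human genes. A lower share of human cells would be a technical source, but 14 of the other 22 libraries had a lower human share than CTRL 17. The median log2 of scaled counts of 29 epithelial genes was 1.94 in CTRL 17 and 3.95 in CTRL 44, against 4.91 to 6.68 in the other 22 libraries, with 27 of the 29 lowest in CTRL 17. The epithelial gene CDH1 was 0.173 and 21.65 CPM in these 2 tumors against at least 40.85 elsewhere. EPCAM was 4.68 and 38.21 against at least 77.81. Lower epithelial expression in the tumor cells of these 2 tumors fits this. Whether it was lost in them or gained in the others is open, as none of the 24 libraries is of the implanted cells. For 23 mesenchymal genes the medians were 6.01 and 5.88, inside the 4.44 to 6.25 of the other libraries, but the members went both ways: 8 were highest and 2 lowest in CTRL 17, and 3 highest and 3 lowest in CTRL 44. Single markers went both ways as well: VIM was 4557 and 3478 CPM against at most 1588 elsewhere, ZEB1 was 85.2 and 95.3 against at most 36.6, and FN1 was 500.9 and 950.8 against at least 1428. Whether mesenchymal expression rose as a whole is left open by the medians (epithelial medians of 1.937 and 3.946, mesenchymal medians of 6.009 and 5.881). A different state of the tumor cells in these 2 tumors is a hypothesis, and a fault in preparation was not tested. Either bears on every comparison with CTRL.

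The 264 human transcripts of MC + Chemo were tested against other sources. Thinning every library to the lowest total of 7796231 reads left 233 transcripts, 209 of them shared, which is against depth. Chemo 67 and MC 42, whose human totals of 14921856 and 17621273 stood above their groups, are in neither group of this comparison, and depth was not tested for them. With the ratio of human to murine counts as a covariate there were 284 transcripts, 239 of them shared, which is against the share of tumor cells. Of the 205 with a murine gene of the same name, 12.7% followed it at a Spearman correlation above 0.8, near the 10.5% of the 9927 tested genes with such a name, which is against murine reads as the main source. Without CTRL 17 and CTRL 44 together 0 transcripts met the criteria, with 2005 at an unadjusted p below 0.05, though 2 CTRL libraries leave little power. Part of the count may thus be the state of these CTRL tumors and not the treatment (covariate count 284, thinned count 233).

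Regrouping the libraries at random shows what counts chance gives. Every number of splits given for either genome includes the observed grouping itself. For the human MC + Chemo comparison 2 of the 100 splits gave at least 264 transcripts, and 2 of the 100 splits gave at least the 3737 at an unadjusted p below 0.05. With DESeq2 2 of the 60 splits gave at least 795. These counts are more than regrouping usually gives. For human Chemo with DESeq2 5 of the 60 splits gave at least 483, and 7 of the 100 splits gave at least the 2989 at an unadjusted p below 0.05. For human MC with DESeq2 23 of the 60 splits gave at least 12, and 23 of the 100 splits at least the 1762 at an unadjusted p. Of the direct human comparison of MC + Chemo with Chemo 3 of the 100 splits gave at least the 1713 at an unadjusted p below 0.05, of the human interaction 11 of the 100 splits at least the 1600, and of human Lean 11 of the 35 splits at least the 1175.

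For the murine genome with DESeq2, 4 of the 60 splits gave at least the 14 transcripts of Chemo, 15 of the 60 splits at least the 226 of MC and 5 of the 60 splits at least the 118 of MC + Chemo. At an unadjusted p below 0.05, 33 of the 100 splits gave at least the 680 of Chemo, 13 of the 100 splits at least the 1767 of MC, 9 of the 100 splits at least the 1867 of MC + Chemo, 11 of the 100 splits at least the 1647 of MC + Chemo against Chemo, 33 of the 100 splits at least the 1031 of the interaction and 16 of the 35 splits at least the 468 of Lean. These counts are of a size that regrouping gives. Where edgeR counted 0 the splits cannot give fewer, so 100 of the 100 splits were as high for murine Chemo, MC, MC + Chemo, MC + Chemo against Chemo and the interaction, and for human Chemo, MC, MC + Chemo against Chemo and the interaction, and 35 of the 35 splits for Lean in each genome.

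The remaining values were the endothelial score of Chemo 19 (4.62), MC + Chemo 52 (3.76) and Lean 54 (5.17), the murine hypoxia score of Lean 24 (5.66), and the normalized counts of DTX2 in MC + Chemo 25 (780.4), RHOF in Chemo 34 (757), PDGFRB (11.8) and CYP20A1 (250.5) in MC + Chemo 52, CYP26B1 in MC 48 (8.54), ILK in MC + Chemo 47 (525), HIST1H2BD (309) and RHOV (114) in Lean 24, SLC2A8 in Lean 21 (119) and CYP2J2 in Lean 54 (37.1). Of these, 3 were in MC + Chemo 52, 3 in Lean 24 and 2 in Lean 54, and each of the others was the only 1 of its library. Their source was not tested, and chance stays open for each. MC + Chemo 52 also had a high adipocyte score, 8.67.

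Murine Cyp2e1 followed the adipocyte list (Pearson r = 0.71, permutation p = 0.00013, adjusted p = 0.000246, Spearman correlation = 0.679, permutation p = 0.00038, adjusted p = 0.00076), with r = 0.609 without MC 41 and MC + Chemo 52 and r = 0.659 in the 21 libraries without column cleanup. This fits fat in some tumor pieces as a source of Cyp2e1, which is a technical reading, without excluding a response.

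The murine globin genes had the same direction in Lean as in the treated groups: the folds of Lean to CTRL were 2.96 for Hba-a1, 2.80 for Hbb-bs, 2.38 for Hba-a2 and 2.87 for Hbb-bt, with 4 of the 4 Lean libraries above every CTRL library for each (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allows; edgeR adjusted p = 1). Blood left in the pieces would be a technical source and bleeding or vessels a biological one. Blood should raise red-cell transcripts together. The 10 red-cell genes that are not globins had a median log2 fold change of 0.2635 in MC + Chemo (9 higher), where the 4 globin genes had 2.61. Alas2, 1 of the 10, rose like the globins (2.73). Others of the 10 are expressed in other cells too, so more blood and a change in the red cells themselves cannot be told apart here.

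Human HBB followed murine beta globin (Pearson r = 0.904, Spearman correlation = 0.915, permutation p = 1e-05, r = 0.883 without CTRL 17 and MC + Chemo 43, r = 0.903 without column cleanup libraries), and its ratio to murine beta globin did not differ between MC + Chemo and CTRL (two-sided exact permutation p = 0.881). Both fit murine globin reads counted on HBB. HBD followed as well (Pearson r = 0.949, Spearman correlation = 0.951, permutation p = 1e-05, r = 0.944 without CTRL 17 and MC + Chemo 43, r = 0.959 without column cleanup libraries), but its ratio was higher in MC + Chemo (log2 difference 0.79, exact permutation p = 0.0238), which is against murine reads as its whole cause.

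The human and murine genes of VEGFA, PDGFB, MMP24 and FOXO6 gave nearly parallel counts. Independent genes should follow the ratio of human to murine reads of the library with a slope near 1, and shared reads with a slope near 0. The slopes were 0.048, 0.106, 0.007 and 0.018, against a median of 1.09 over 6144 genes with a Spearman correlation below 0.5. The Pearson r was 0.996, 0.994, 0.994 and 0.998 and the Spearman correlation 0.983, 0.982, 0.987 and 0.989 (permutation p = 1e-05 each), with r from 0.992 to 0.999 without the 2 farthest libraries and Spearman correlation from 0.973 to 0.996 without column cleanup libraries. This fits reads counted on both genes, a technical source. For PDGFRB, HELLS and ILK the slopes were 0.08, 0.108 and 0.267, also nearer 0 than 1, but their log2 ratios varied more than independent counts would (SD 0.46, 0.176 and 0.128 against 0.186, 0.104 and 0.09). Reads shared in part stay open for them. Of 1038 genes with a Spearman correlation above 0.8, 259 varied less than independent counts can, so these 4 are not alone.

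S100A8 did not follow murine S100a8 closely (Pearson r = 0.318, permutation p = 0.13, adjusted p = 0.169, Spearman correlation = 0.459, permutation p = 0.026, adjusted p = 0.0437), with r = -0.091 without CTRL 17 and CTRL 44 and r = 0.310 without column cleanup libraries. This is against murine reads as the source of its rise.

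Another 3 lists rose that the paper does not mention. Murine p53 targets had an fry adjusted p of 2.31e-05 in Chemo and 9.41e-05 in MC + Chemo (medians 0.50 and 0.37, 16 of 18 genes higher in each). Human reads on murine genes are a technical source, but the human p53 list moved by 0.12 and 0.058, and with the human to murine ratio as a covariate the adjusted p was 6.256e-05 and 0.0002282. Both are against it, and a response of host cells to DNA-damaging drugs is the likelier reading. Human interferon-stimulated genes had an adjusted p of 0.00587 in Chemo and 0.00587 in MC + Chemo (medians 1.12 and 1.00, 36 and 35 of 36 genes higher). The murine list moved the other way (-0.254 and -0.234), which is against murine reads, and without CTRL 17 and CTRL 44 the medians were 0.506 and 0.491, which is against these 2 libraries as the whole cause, though the effect was smaller. Murine keratinocyte genes had an adjusted p of 0.0100 in MC + Chemo (median 0.64, 8 of 10 genes higher), and up to 0.0656 with 1 library left out. Skin taken with some pieces would raise some libraries alone, but 6 of the 6 MC + Chemo libraries were above every CTRL library, which is against it. Human reads counted on these murine genes were not tested as a source. The list scored 2.25 in CTRL 17 and 2.32 in CTRL 44, against 3.00 in CTRL 31 and 3.11 in CTRL 70. The uneven CTRL group thus stays open as a source of part of the rise.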

How the results depend on the processing

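The alternatives with DESeq2 on other sets of libraries, with all 24 libraries for the gene lists, and with the correlation estimated by camera were chosen after the results were seen; the others were set before the counts were opened. No paired analysis was possible because each mouse gave 1 tumor and the replicate numbers are mouse numbers. In no case was the cause of a change tested unless this is said. Of the plan, the direction of edgeR transcripts of Chemo in MC + Chemo has no value, because 0 transcripts met the criteria for Chemo.

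DESeq2 in place of edgeR raised the counts of transcripts from 0 to 14 for murine Chemo, 226 for murine MC, 118 for murine MC + Chemo, 21 for murine MC + Chemo against Chemo and 1 for murine Lean. In the human genome it raised them from 0 to 483 for Chemo, 12 for MC, 9 for MC + Chemo against Chemo, 1 for the interaction and 1 for Lean, and from 264 to 795 for MC + Chemo. Of 44 log2 fold changes of named genes, 16 went past an adjusted p of 0.05 with DESeq2 and 27 kept their call. VEGFA changed sign, from -0.01 to 0.005. Of the 23 fold changes of Figure S2, 13 went past an adjusted p of 0.05 and 10 kept their call. Within DESeq2, 7 of 8 counts moved by more than 1.5 times with the groups compared alone, 2 of 12 with all 24 libraries, 5 of 12 with mouse 5 as MC, and 79 of 136 with 1 library left out.

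With the libraries of the 2 groups alone, the 264 human transcripts of MC + Chemo became 0, and 15 of 43 named genes lost an adjusted p below 0.05. The number of human list tests past 0.05 fell from 3 to 0, with an adjusted p of 0.1307 for the interferon list in MC + Chemo and in Chemo. The murine hypoxia list in MC + Chemo changed direction (adjusted p = 0.9674). Direction here is that of the list test, which can differ from the sign of the median. For the endothelial list in MC + Chemo (median -0.125) the fry direction with all tumors was up. The same held for murine hypoxia in MC + Chemo (-0.044) and in MC (-0.058). With all 24 libraries the human transcripts of MC + Chemo were 514, and the same hypoxia list changed direction (adjusted p = 0.9801).

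Without the 3 column cleanup libraries the human transcripts of MC + Chemo were 113, and the murine hypoxia list in MC changed direction (adjusted p = 0.7962). With the ratio of human to murine counts as a covariate that list changed direction as well (adjusted p = 0.9946), and Hif1a went from 0.05 to -0.001 and VEGFA from -0.01 to 0.051. With RLE in place of TMM, VEGFA went to 0.003 and the number of human list tests past 0.05 to 5. With mouse 5 as MC, RHOA went from 0.02 to -0.002, VEGFA to 0.055, the endothelial list in MC + Chemo changed direction (adjusted p = 0.9633), and the number of human list tests past 0.05 was 5. The adjusted p criterion alone (343 human transcripts of MC + Chemo) and no filter on low counts (227) moved no count by more than 1.5 times, and with the authors' normalized counts the 23 folds of Figure S2 kept their direction. Further changes of call were 1 named gene lost with the covariate, 1 lost with mouse 5 as MC, and 1 fold of Figure S2 lost and 1 gained with mouse 5 as MC.

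With camera in place of fry the number of murine list tests past 0.05 went from 6 to 35 and of human ones from 3 to 14, and the endothelial list in MC had an adjusted p of 2.763e-07. With the correlation estimated, 5 murine and 0 human tests were past 0.05, and the interferon list had an adjusted p of 0.2735 in MC + Chemo and 0.2735 in Chemo. The p53, red-cell and keratinocyte lists kept their calls in MC + Chemo, as did the p53 and red-cell lists in Chemo, and the red-cell list in MC lost it (0.0652). Without the members the paper shows, 3 murine list tests were past 0.05, and the red-cell list in MC + Chemo had an adjusted p of 0.155.

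Leaving out 1 library at a time moved the human transcripts of MC + Chemo from 0 (without CTRL 17, CTRL 44, MC + Chemo 47 or MC + Chemo 52) to 1176 (without CTRL 31), with 70, 81, 107 and 887 without MC + Chemo 43, MC + Chemo 50, MC + Chemo 5 and CTRL 70. Human Chemo had 1185 without CTRL 31 and 620 without CTRL 70, and human MC 1 without CTRL 31. Murine Chemo, murine MC + Chemo, murine Lean and human Lean each had 1 without CTRL 31. Of the runs of counts with 1 library left out, those of the Figure S2 pairs included, 130 stayed within 1.5 times of the value with all libraries.

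The difference of the human share from CTRL, in percentage points, ran from -1.12 to 1.68 in Chemo, with a change of sign in 5 runs (the negative values ended at -0.0318), and from -0.0353 (without MC + Chemo 25) to 2.64 in MC + Chemo. The number of pairs of Figure S2 past 0.15 fell from 17 to 3 without CTRL 17, 7 without CTRL 44 and 11 without MC + Chemo 52, and was 19 at most. The number of murine list tests past 0.05 was 3 without CTRL 44, and of human ones 9 without CTRL 31 and 5 without CTRL 44.

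Lists changed direction with some 1 library left out, all far from an adjusted p of 0.05. Their adjusted p ran from 0.5607 to 0.988 for murine hypoxia in MC + Chemo, from 0.5296 to 0.9923 for murine hypoxia in MC, from 0.3769 to 0.986 for endothelial genes in MC + Chemo, from 0.3645 to 0.9533 for human hypoxia in MC + Chemo and from 0.3488 to 0.983 for human hypoxia in MC.

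Log2 fold changes in MC + Chemo that changed sign with 1 library left out were those of CYP51A1 (-0.19 to 0.478), HIF1A (-0.045 to 0.137), RHOA (-0.038 to 0.16), VEGFA (-0.211 to 0.125), Hif1a (-0.042 to 0.146), Ilk (-0.645 to 0.05), Rhoa (-0.043 to 0.338), Vegfa (-0.029 to 0.32) and Pecam1 (-0.488 to 0.096). These genes were near 0 or uneven within CTRL in the run with all libraries. Of the other runs of named genes with 1 library left out, 71 lost and 1 gained an adjusted p below 0.05 and 343 kept their call. Of such runs of the Figure S2 folds 17 lost, 16 gained and 189 kept their call.

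Among the results past an adjusted p of 0.05, the p53 list in Chemo and in MC + Chemo kept its direction and call in all of these settings. With 1 library left out its adjusted p was at most 0.000244 in Chemo and 0.00145 in MC + Chemo.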

Differences from the paper's values

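The counts of transcripts differ from the paper's for all 6 comparisons with CTRL. In the murine genome the paper counts 36 for Chemo, 74 for MC and 257 for MC + Chemo, and the value here was 0 for each. In the human genome it counts 190 for Chemo, 2 for MC and 804 for MC + Chemo, and the values here were 0, 0 and 264.

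Among the alternatives set before the data were examined, 3 come within 1.5 times of a count of the paper, all for human MC + Chemo: DESeq2 gave 795, leaving out CTRL 31 gave 1176 and leaving out CTRL 70 gave 887. For the other 5 counts none of the alternatives set at that time did.

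Other DESeq2 settings were chosen after seeing the values. Of these, leaving out CTRL 31 or CTRL 70 gave 42 and 31 for murine Chemo, leaving out CTRL 44 or CTRL 70 gave 54 and 78 for murine MC, and leaving out MC + Chemo 25 gave 262 for murine MC + Chemo. Also chosen after seeing the values, leaving out Chemo 34, Chemo 33 or Chemo 30 gave 203, 161 and 129 for human Chemo. For human MC, settings chosen after seeing the values gave 2 with the 2 groups alone, 2 without CTRL 17, 2 without CTRL 44 and 2 without MC 6. For human MC + Chemo, settings chosen after seeing the values gave 905 with all 24 libraries, 876 with mouse 5 as MC, and 772, 935, 672 and 686 without MC + Chemo 5, 25, 43 and 50. No 1 setting that was run came near all 6 counts.

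The fold changes that Figure S2 shows were read by eye, so small differences from them cannot be judged. No large difference was seen for the 23 recomputed with all libraries. Leaving out CTRL 31 gave 6.40 for RHOV, read by eye as about 3.4 in Figure S2, and 7.87 for CYP11A1, read by eye as about 4.2 in Figure S2.

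The paper's text gives RHOJ and PDGFRB as increased by MC + Chemo. Both were lower than in CTRL here, with folds of 0.249 and 0.450, and Figure S2, read by eye, shows them lower as well, at about 0.26 and 0.47, so the wording of the text differs from the paper's own figure. The text gives CYP51 as decreased: the murine gene was lower (log2 fold change -0.75) and the human gene was not (0.05). The text gives ILK signaling as increased, where the ILK transcript was lower in both genomes (-0.51 human, -0.46 murine). It gives HIF1α signaling as upregulated, where HIF1A and Hif1a both moved by 0.05. The paper states that chemotherapy did not affect murine pathways, where the murine p53 list rose with Chemo. It states that several genes that promote proliferation were lowered by chemotherapy and raised by the combination. Of the 308 human transcripts of any function lowered by Chemo with DESeq2, 267 were higher in MC + Chemo than in Chemo and 0 were above CTRL. Part of this is built in, as they were chosen for low values in Chemo against the same CTRL tumors. Of 32 proliferation genes, 1 was higher than in CTRL with Chemo and 7 with MC + Chemo (fry adjusted p = 0.174 and 0.264).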

Other observations

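The tests in this part that bear on lists were planned, and which lists to set beside each other was chosen only after the result was seen. Each pattern below was found and tested on the same libraries and is a hypothesis for other tumors.

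Endothelial transcripts gave no drop with MC. The paper reports less CD31 protein staining with MC, and the transcript of CD31, murine Pecam1 (ENSMUSG00000020717), was 969 ± 111 in MC and 652 ± 371 in CTRL (log2 fold change 0.57, SE 0.38, edgeR adjusted p = 0.572, two-sided exact permutation p = 0.0476). Without CTRL 17, whose count was 115, the log2 fold change was 0.21. In MC + Chemo it was 598 ± 195 (-0.13, adjusted p = 0.908, exact permutation p = 0.824). Transcripts of a snap-frozen piece and stained area of a section are different measures.

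Human interferon-stimulated genes and murine p53 targets rose in both groups given chemotherapy and moved less with MC alone (36 of 36 genes higher by a median of 0.64, fry adjusted p = 0.0703, and 11 of 18 by 0.04, adjusted p = 0.956). The human p53 list moved little (medians of 0.12 and 0.058). MDA-MB-231 cells carry a mutant p53, so a response in host cells and not in tumor cells is a possible explanation, which tests of sorted cells could settle.

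CTRL was low in globin transcripts against every other group, Lean included, and Lean had higher human interferon-stimulated genes too (36 of 36, median 0.69, fry adjusted p = 0.0708) and higher endothelial genes (19 of 19, median 0.57, adjusted p = 0.208). With edgeR 0 murine and 0 human transcripts met the criteria for Lean, with 468 and 1175 at an unadjusted p below 0.05. A shift of the 4 CTRL tumors, 2 of which had low epithelial medians (1.937 and 3.946), may therefore stand behind part of what every treatment seems to share.

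The proliferation list was lower than in CTRL with each treatment, in no case at an adjusted p below 0.05. It was lower in Lean too (2 of 32 genes higher, median -0.26, fry adjusted p = 0.215). CTRL 44 had a score of 6.47, the highest of CTRL, and without it the MC + Chemo median was 0.01. The interaction was 0.24 (29 of 32 genes higher, adjusted p = 0.283). Relative to Chemo the list was 0.08 higher in MC + Chemo (23 of 32, adjusted p = 0.602). The keratinocyte list was higher in MC + Chemo than in Chemo in 10 of 10 genes (median 0.53, adjusted p = 0.111). None of these separates the combination from chemotherapy at an adjusted p below 0.05.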
